# FOXO3 Deficiency in Neutrophils Drives Colonic Inflammation and Tumorigenesis

**DOI:** 10.3390/ijms24119730

**Published:** 2023-06-04

**Authors:** Jenisha Ghimire, Rida Iftikhar, Harrison M. Penrose, Patricia Snarski, Emmanuelle Ruiz, Suzana D. Savkovic

**Keywords:** IBD, colon cancer, PMNs, LDs, FOXO3

## Abstract

Inflammatory bowel disease (IBD), characterized by infiltration of polymorphonuclear neutrophils (PMNs), increases the risk of colon cancer. PMN activation corresponds to the accumulation of intracellular Lipid Droplets (LDs). As increased LDs are negatively regulated by transcription factor Forkhead Box O3 (FOXO3), we aim to determine the significance of this regulatory network in PMN-mediated IBD and tumorigenesis. Affected tissue of IBD and colon cancer patients, colonic and infiltrated immune cells, have increased LDs’ coat protein, PLIN2. Mouse peritoneal PMNs with stimulated LDs and FOXO3 deficiency have elevated transmigratory activity. Transcriptomic analysis of these FOXO3-deficient PMNs showed differentially expressed genes (DEGs; FDR < 0.05) involved in metabolism, inflammation, and tumorigenesis. Upstream regulators of these DEGs, similar to colonic inflammation and dysplasia in mice, were linked to IBD and human colon cancer. Additionally, a transcriptional signature representing FOXO3-deficient PMNs (PMN-FOXO3_389_) separated transcriptomes of affected tissue in IBD (*p* = 0.00018) and colon cancer (*p* = 0.0037) from control. Increased PMN-FOXO3_389_ presence predicted colon cancer invasion (lymphovascular *p* = 0.015; vascular *p* = 0.046; perineural *p* = 0.03) and poor survival. Validated DEGs from PMN-FOXO3_389_ (*P2RX1, MGLL, MCAM, CDKN1A, RALBP1, CCPG1, PLA2G7*) are involved in metabolism, inflammation, and tumorigenesis (*p* < 0.05). These findings highlight the significance of LDs and FOXO3-mediated PMN functions that promote colonic pathobiology.

## 1. Introduction

Inflammatory bowel disease (IBD), a chronic inflammation of the intestinal tract, includes two distinct clinical entities, Crohn’s disease (CD) and ulcerative colitis (UC) [1]. Both CD and UC are linked to genetic predisposition, impaired barrier function, aberrant microbiota, and dysregulation in the immune system [2,3]. One of the hallmarks of IBD is an excessive infiltration of polymorphonuclear leukocytes (PMNs), also known as neutrophils [4,5]. Moreover, chronic inflammation within IBD may lead to dysplasia, and patients with a history of UC are more predisposed to colon cancer than their healthy counterparts [6,7]. Although PMNs contribute to this inflammation-induced colonic tumorigenesis [8,9], the mechanisms involved in the processes are not fully understood.

PMNs, accounting for ~60% of circulating immune cells, are the first and most rapidly migrating cells to the sites of tissue damage and microbial invasion, where they neutralize microorganisms, recruit other immune cells, and remodel damaged tissues to resolve injury [10,11]. In the intestine, hyperactivation of PMNs results in abnormal immune responses, tissue damage, and aberrant barrier function leading to chronic inflammation [12,13]. Furthermore, in inflamed tissue, PMNs release reactive oxygen and nitrogen species in intestinal epithelial cells, causing DNA mutations that consequently drive tumorigenesis [14,15]. Additionally, augmented PMNs mediate the breakdown of barrier function in the intestine, allowing for the presence of microbiota products [16,17], which can further foster tumorigenic processes in colonic cells. Recent studies have demonstrated that intracellular lipid metabolism is critical in driving PMN activity. Specifically, lipid droplets (LDs), intracellular lipid-storing organelles, are crucial for the development and differentiation of PMNs. Their increase in PMNs is associated with inflammation and bacterial infection [18,19,20,21]. Inflammatory mediators that activate PMNs are also shown to elevate their LDs accumulation [22,23]. Additionally, PMNs in the tumorigenic environment have elevated LDs, which act as an energy source for cancer cell growth and survival, as well as release oxidized lipids that can activate dormant tumor cells and promote metastasis [24,25].

In mouse models of colonic inflammation and inflammatory tumors, LDs are elevated in colonic cells and infiltrated immune cells [26,27,28,29,30]. Our lab demonstrated the existence of a self-regulating negative loop between LDs and transcription factor Forkhead Box O3 (FOXO3) in colonic cells that drive inflammatory and tumorigenic processes [27,29,30,31]. Further, FOXO3 deficiency in the liver leads to hyperlipidemia in mice, with increased hepatic lipid secretion and elevated serum triacylglycerol and cholesterol levels [32]. In addition, FOXO3 cellular function is associated with inflammation and tumorigenesis in the colon [33,34,35,36]. Genome-wide association studies (GWAS) have linked the polymorphism of *FOXO3* (leading to its reduced levels) to the severity of inflammation in IBD [37]. Additionally, FOXO3 can act as a tumor suppressor, and its loss correlates with advanced human colon cancer [33,36]. Given this line of evidence, we hypothesize that this LDs and FOXO3 negative regulatory network in PMNs acts as a promoter of inflammatory tumorigenesis in the colon. These findings provide conceptual advances in understanding mechanisms in PMNs linked to IBD and IBD-facilitated colon cancer.

## 2. Results

### 2.1. Levels of PLIN2 Are Increased in Affected Tissue in IBD and Human Colon Cancer

We have previously demonstrated in the inflamed mouse colon elevated levels of LDs in colonic and infiltrating immune cells [27]. To determine the significance of increased LDs in human intestinal pathobiology, we assessed the levels of PLIN2, the LDs coat protein, in affected tissue obtained from UC and CD patients and in tumor tissue from colon cancer patients. In normal human colonic tissue, immunohistostaining for PLIN2 showed the presence of the protein in the cytosol of colonic epithelial cells along the crypts. In UC and CD, PLIN2 levels were increased by more than 2-fold in the affected tissue, which is significant in both intestinal epithelial cells and infiltrated immune cells (Figure 1A–C). Similar increased PLIN2 levels were found in human colonic tumor tissue (adenocarcinoma, Stage IIB, and Stage IIIC) relative to adjacent normal tissue (Figure 1D,E). These findings demonstrated that LDs are elevated in affected tissue of IBD and human colon cancer as well as in infiltrated immune cells.

### 2.2. Increased Migratory Activity of PMNs Is Associated with Elevated LDs and FOXO3 Deficiency

We have demonstrated the critical role of elevated LDs and loss of FOXO3, an established regulatory network in colonic cells, in driving inflammation and tumorigenesis in the colon, the role of which in immune cells is not well understood. As PMNs are critical players in inflammatory and tumorigenic processes in the colon [5,9,38,39], we investigated the significance of increased LDs and loss of FOXO3 in PMNs’ activity. Intraperitoneal PMNs were obtained from wild type (WT) and FOXO3 knock-out (KO) mice following casein injection [40,41]. After PMNs enrichment, the final fraction contained more than 90% PMNs (FACS assessment of surface marker Ly6G), and peritoneal PMNs in FOXO3 KO mice were increased compared to WT. PMNs were seeded in the upper compartment of a transwell system, and migration activity toward bacterial fMLP or chemokine KC was assessed by quantification of the activity of myeloperoxidase (MPO), an enzyme released by activated PMNs. Oleic acid (OA) stimulation of LDs accumulation in PMNs from WT mice significantly increased their migration, basally stimulated by fMLP and KC (Figure 2A, *p* < 0.05). Further, FOXO3 KO PMNs, relative to WT, had significantly increased migration in response to fMLP, as shown by the MPO activity (Figure 2B, *p* < 0.05). These findings demonstrate that PMNs migration is increased with LDs accumulation and FOXO3 deficiency, suggesting that LDs and FOXO3 regulatory networks in PMNs may play a role in driving inflammation and tumorigenesis.

### 2.3. FOXO3 Deficiency in PMNs Is Associated with Mouse Colonic Inflammation and Dysplasia

Next, we determined in FOXO3-deficient PMNs systemic transcriptional changes and associated molecular pathways driving their activity in the colon. 

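PMNs (neutrophils, the first leukocytes to enter inflamed tissue) were collected from the peritoneum of 5 WT and 6 FOXO3 KO mice aged 6 to 8 weeks, 3 h after the second of 2 casein injections of 1 mL, and their RNA was sequenced as paired-end libraries, 1 per mouse. Foxo3, the deleted gene (chromosome 10 of GRCm38, 42181841 to 42276755, minus strand), had 9.30 ± 1.75 TPM (SD, n = 5) in WT and 2.44 ± 1.28 TPM (SD, n = 6) in FOXO3 KO PMNs. The log2 fold change was -1.65 (standard error 0.26), and every FOXO3 KO library, at 0.844 to 4.27 TPM, lay below every WT library, at 7.61 to 11.7 TPM (two-sided exact permutation test, p = 0.0022, the smallest that the splits of 11 libraries into 5 and 6 allow, and 0.026 after Benjamini-Hochberg adjustment over 12 genes tested this way). S100a8 and S100a9, abundant calcium-binding proteins of PMNs, together made up 10.5% to 25.1% of the TPM of each library.
The deposited table lists the TPM of 54164 genes in each of the 11 libraries, with totals of 935140 to 952238 TPM per library, and the authors' comparison of the genotypes. It holds no counts per library, so the depth of each library is unknown; the authors' mean normalized counts add up to 25885900 over all genes. The submitters name STAR 2.6.1d, kallisto 0.46.0 and DESeq2 without saying what each was used for, and both a human and a mouse genome build. From the TPM, log2(TPM + 1) was compared between genotypes with limma (moderated test with a mean-variance trend) for the 12195 genes with a mean of at least 1 TPM. Adding 1 shrinks the fold changes of genes with few TPM. The median log2 fold change over all genes tested was 0.11. Medians of gene groups are given without subtracting it, unless they are stated as relative to all genes.
The libraries carried numbers of 2 kinds, 1 to 3 in both genotypes (the first series, 6 libraries) and 03, 05, 06, 08 or 09 (the second series, 2 WT and 3 FOXO3 KO libraries). The first principal component held 44.9% of the variance and separated the series, not the genotypes, and 2525 genes differed between the series at FDR < 0.05. B cell markers were higher in the second series (median log2 difference 3.37, limma camera FDR = 2.5e-12, unadjusted p = 0.026 with an estimated correlation). Fold changes between genotypes were therefore also computed within each series. Over all genes tested the fold changes of the series had a correlation of -0.017, a value across genes, which are not independent replicates. Within the second series genotype and sex were partly confounded. WT 03, WT 08 and FOXO3 KO 09 had 20.2, 18.3 and 18.0 TPM of Ddx3y, a gene of the Y chromosome, and Xist close to 0. FOXO3 KO 05 and 06 had 43.8 and 27.7 TPM of Xist, the RNA of the inactive X chromosome, and Ddx3y close to 0. Fold changes within that series therefore cannot separate genotype from sex.

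**Figure D1:**
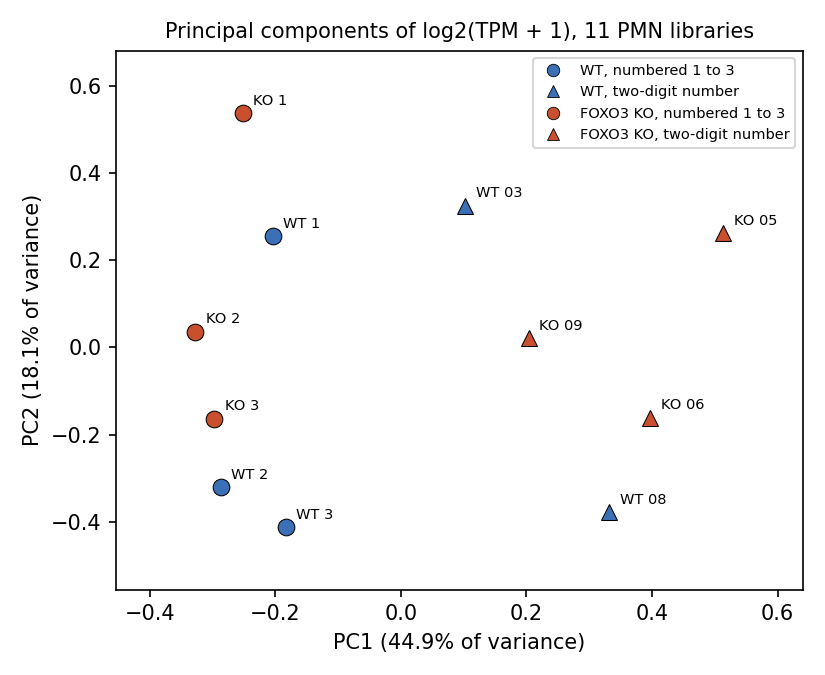
Principal components of log2(TPM + 1) over 12195 genes in 11 PMN libraries, with color for the genotype and shape for the numbering series. The first component (44.9% of variance) places the 5 libraries of the second series at 0.10 to 0.51 and the 6 others at -0.33 to -0.18, with WT and FOXO3 KO libraries in both.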

Transcriptional assessment of intraperitoneal PMNs from FOXO3 KO mice showed 212 increased and 242 decreased differentially expressed genes (DEGs) relative to WT (>|0.5|-fold change, FDR < 0.05). 

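The smallest p-values in FOXO3 KO PMNs, Foxo3 aside, belonged to small RNA genes, among them Mir146 of Table 1, and to a few protein-coding genes, and no gene passed FDR < 0.05. On the higher side were Rragd, a GTPase of the lysosomal mTORC1 pathway, with 2.25 ± 0.79 TPM (SD, n = 5) in WT and 4.83 ± 1.61 TPM (SD, n = 6) in FOXO3 KO, Tsr1, a ribosome assembly factor (log2 fold change 0.72), Elmod3 (0.71), Echdc3 (0.77) and Zkscan17 (0.56). Hsd17b11, a dehydrogenase found on lipid droplets, had 29.5 ± 6.61 TPM (SD, n = 5) in WT and 19.2 ± 3.29 TPM (SD, n = 6) in FOXO3 KO (log2 fold change -0.59), and Oaz2, an inhibitor of polyamine synthesis, had 32.0 ± 3.25 and 22.5 ± 3.53 TPM (log2 fold change -0.50). Vsig10 had a log2 fold change of -0.68. The short or predicted genes with the smallest p-values were Mir146, Gm2223, Mir6904, Gm48275 and Gm48102 on the higher side and Mir343, Mir7671, Gm24575, Gm23887 and Mir7052 on the lower side. Mir146, the precursor of an anti-inflammatory microRNA (chromosome 11, 43374397 to 43374461, minus strand), had 34.5 ± 14.0 TPM (SD, n = 5) in WT and 129 ± 84.6 TPM (SD, n = 6) in FOXO3 KO. Mir7671 and Gm24575 were listed at 0 in every FOXO3 KO library and Mir6904 at 0 in every WT library. The TPM of these genes rest on few reads. The authors' mean normalized counts were 0.35 for Mir7671, 0.62 for Gm24575, 0.71 for Mir6904 and 0.56 for Mir343.
At FDR < 0.05 and an absolute log2 fold change over 0.5, limma called 0 genes higher and 0 lower among 12195. At any fold change 257 genes had an unadjusted p under 0.05, against 609.8 for evenly spread p-values. The fit had no term for the numbering series, whose difference widens the spread within each genotype. The smaller number is therefore not evidence of less signal than chance. At an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, 130 genes were higher and 53 lower. After quantile normalization, which moved the median log2 fold change of all genes to 0.0095, these counts were 55 higher and 97 lower, and with the replicate numbers as a block they were 255 and 115. The authors' p-values, adjusted over the genes kept, called 0 genes higher and 1 lower, Vsig10 (adjusted p = 0.041). The smallest FDR from limma was 0.49, for Foxo3. Without WT 3 limma called 1 gene higher (Trbj2-6) and 1 lower (Mir7671), without WT 08 or FOXO3 KO 1 it called 1 lower (Gm24575 and Mir343), and in the first series alone 2 higher (Mir6904 and Gm23368); Trbj2-6 and Gm23368 were named after their values were seen. In data simulated from these libraries, the same test recovered 84 of 100 genes changed by 2 on the log2 scale and 42 of 100 changed by 1. The simulated noise was independent between genes and held no split between the series. These rates therefore do not give the power of the test in the real libraries.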

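Of 46 gene lists, 45 had at least 3 genes tested, and 13 of them fell in FOXO3 KO PMNs relative to other genes at FDR < 0.05 (limma camera with a preset correlation of 0.01), while none rose. After quantile normalization 9 lists fell. With a correlation estimated from the data, 2 of the 13 kept an FDR under 0.05, both of them lists the study chose on these samples (adjusted p = 0.010 for the genes tested by qPCR and 0.042 for those of Table 1), and with the replicate block as well none did (adjusted p = 0.085 and 0.14). The test fry, which asks whether a list's genes move 1 way on balance, called 1 list.
Genes of the interferon response, induced by viral and bacterial products, fell as a group. Of 19 interferon-stimulated genes, 18 had a negative log2 fold change (median -0.62, or -0.74 relative to all genes, FDR = 1.7e-10), but adjusted p = 0.36 with an estimated correlation. None of the 19 passed on its own, over all genes or adjusted over the list alone. Oasl2, an antiviral protein, had 84.2 ± 39.2 TPM (SD, n = 5) in WT and 42.8 ± 29.8 TPM (SD, n = 6) in FOXO3 KO, and the log2 fold changes of Cxcl10, Rtp4 and Usp18 were -0.82 (-0.53 without FOXO3 KO 1), -0.76 and -0.72. The mean log2(TPM + 1) of the list was 4.59 ± 0.71 (SD, n = 5) in WT and 4.05 ± 0.86 (SD, n = 6) in FOXO3 KO. This difference was not beyond those of other splits of the libraries (two-sided exact permutation test, p = 0.28, and 0.95 adjusted over the 45 lists). Among the 80 splits that part the 3 numbered pairs, 12 gave a difference as large (exact permutation test, p = 0.15, and 0.72 adjusted over the 45 lists). Its median was -0.58 in the first series and -0.76 in the second, -0.32 without FOXO3 KO 1 and -0.93 without WT 1.
Markers of mature PMNs also fell as a group, 12 of 12 with a negative log2 fold change (median -0.26, FDR = 3.1e-07, adjusted p = 0.26 with an estimated correlation). Their median ran from -0.41 without WT 03 to -0.18 without WT 2. Among them Retnlg, a secreted protein of PMNs, had a log2 fold change of -0.90 and Cxcr2, the receptor for the chemokine KC, of -0.76. Of 12 chemoattractant receptors, 11 were negative (median -0.28, FDR = 9.6e-06, adjusted p = 0.26 with an estimated correlation), with a median of -0.05 in the first series and -0.51 in the second. This list holds P2rx1, a gene of Table 1 chosen on these libraries. Specific and gelatinase granule genes, such as Ltf (log2 fold change -0.60) and Mmp9 (-0.55, or -0.33 without WT 2), had a median of -0.13 (FDR = 0.029, adjusted p = 0.56 with an estimated correlation), which was -0.35 in the first series and 0.06 in the second. Eicosanoid and phospholipase genes, which make leukotrienes and prostaglandins, had a median of -0.17 (FDR = 0.0018, adjusted p = 0.43 with an estimated correlation), with Alox5 at -0.69 and Alox5ap at -0.45 (-0.30 without FOXO3 KO 05). Leukocyte adhesion genes had a median of -0.07 (FDR = 0.016, adjusted p = 0.36 with an estimated correlation).
Of the markers of other leukocytes, those of macrophages and eosinophils fell, and the others did not pass, with negative medians for monocytes and NK cells (-0.16 for each) and positive ones for B cells, T cells, mast cells and basophils, and dendritic cells (0.56, 0.33, 0.43 and 0.20). Of these the median of monocytes was 0.16 and that of dendritic cells -0.13 without FOXO3 KO 05, that of NK cells -0.04 without the same library, and that of mast cells and basophils 0.02 without WT 2. The medians of B cells and T cells rested in part on 1 library too, as given under the other observations. Macrophage markers had a median of -0.25 (FDR = 2.9e-05, adjusted p = 0.43 with an estimated correlation), which was 0.10 in the first series and -0.52 in the second, with C1qb and C1qc at -0.81 and -0.92. All 6 eosinophil markers tested were negative (median -0.40, FDR = 2.4e-04, adjusted p = 0.26 with an estimated correlation). Siglecf and Ccr3 among them are genes of Table 1, which the study chose on these libraries. Of 26 FOXO target genes, 17 were negative (median -0.07, FDR = 0.016, adjusted p = 0.15 with an estimated correlation), and Sesn1, a stress-response target, had a log2 fold change of 0.67. The regulators named with Figure 3C and 3D had a median of -0.04 (FDR = 0.0038, adjusted p = 0.26 with an estimated correlation) and the other genes named in the text of -0.03 (FDR = 0.044, adjusted p = 0.26 with an estimated correlation); both lists hold Foxo3, the 1 member of each that passed when adjusted over the list alone. With the replicate block the last list no longer passed (FDR = 0.079), and immediate early and stress genes passed on the lower side (FDR = 0.015, and 0.11 without the block), but not with an estimated correlation too (adjusted p = 0.66), and their median was -0.45 in the first series and 0.34 in the second. Medians of several lists rested in part on 1 library: -0.15 without WT 3 for eosinophil markers, -0.05 without FOXO3 KO 06 for macrophage markers, -0.03 without WT 3 for specific and gelatinase granule genes, and without FOXO3 KO 05 -0.14 for chemoattractant receptors, -0.01 for FOXO target genes, 0.055 for eicosanoid and phospholipase genes and 0.055 for leukocyte adhesion genes. The median of the regulators named with Figure 3C and 3D ran from -0.18 (without WT 08) to 0.04 (without FOXO3 KO 09) and was above 0 without WT 1, WT 2, FOXO3 KO 05, 06 or 09, and that of the other genes named in the text ran from -0.17 (without WT 3) to -0.02 (without FOXO3 KO 3). In the first and second series the medians were 0.05 and -0.28 for eicosanoid and phospholipase genes, 0.06 and -0.05 for leukocyte adhesion genes and 0.03 and -0.07 for these regulators. Without FOXO3 KO 3 and FOXO3 KO 09, 2 libraries left out together after the data were seen, 20 lists passed.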

The diseases and functions associated with these DEGs include gastrointestinal disorders, metabolic diseases, lipid metabolism, immune responses, immune cell trafficking, inflammatory pathways, and cancer (Figure 3A). To determine the contribution of loss of FOXO3 in PMNs to colonic pathobiology, their upstream regulators of DEGs were identified and compared to transcriptomes from the total colonic tissue of FOXO3-deficient mice, which has exacerbated inflammatory and tumorigenic processes [27,35,42]. We found substantial similarities in upstream regulators of DEGs associated with FOXO3 KO PMNs and total FOXO3 KO colon, which were related to lipid metabolism (eicosapentenoic acid, LEP), immune response (CD40LG, CpG oligonucleotide), inflammatory pathways (SIRT1, HNF-4α), and tumorigenesis (NUPR1, ID1, CREB1, CBFB) (Figure 3B). Next, we determined the significance of FOXO3 KO PMNs in mouse intestinal pathobiology by comparing FOXO3-dependent DEGs in PMNs with publicly available transcriptomes obtained from mouse colons with inflammation and dysplasia (GSE31106). Upstream regulators of FOXO3 KO-dependent DEGs in PMNs were similar to those related to both inflammation and high-grade dysplasia in mouse colon (Figure 3C,D). These shared regulators were linked to metabolism (LDL, FOS, PPAR-γ), immune response (BTK, CD3, BCL6), inflammation (SIRT1, MMP9, TRAF2), and tumorigenesis (MAPK1, CDKN2A, KLF5, Sp1, TGFbeta). These findings revealed the significance of the loss of FOXO3 in PMNs in driving metabolic, inflammatory, and tumorigenic processes in mouse colon.

### 2.4. FOXO3 Deficiency in PMNs Is Associated with Metabolic, Inflammatory, and Tumorigenic Processes in IBD and Human Colon Cancer

Based on our above findings, we sought to determine the significance of the loss of FOXO3 in PMNs in IBD and human colon cancer. The transcriptomes from PMNs of FOXO3 KO mouse have shared regulators with those representing publicly available transcriptomes of affected tissue of different patient cohorts with UC (GSE36807, GSE53306, GSE59071) and CD (GSE59071, GSE95095, GSE102133) (Figure 4A,B). Similar upstream regulators included those involved in metabolism (LEP, NR1H4, PLCG2), immune response (CpG oligonucleotide), inflammatory pathways (C5AR1), and tumorigenesis (NFAT5, RHOA, PTEN, MAPK8). Moreover, DEGs for FOXO3 KO PMNs shared upstream regulators with publicly available transcriptomes from several human colon cancer patient cohorts (GSE141174, GSE8671, GSE9348). These regulators had roles in metabolism (ACOX1, NR1H4), immune response (butyric acid, HIC1), inflammation (ETV5, HNF4-α), and tumorigenesis (Mek, RHOA, EHF, MAPK8, PTEN, LEF1) (Figure 4C). These data demonstrated that loss of FOXO3 in PMNs is important in driving metabolic, inflammatory, and tumorigenic processes in affected tissue of IBD and human colon cancer patients.

### 2.5. Transcriptomic Signature Representing FOXO3-Deficient PMNs Is Highly Prevalent in Transcriptomes of IBD and Human Colon Cancer

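At an absolute log2 fold change over 1.5, the genes with an unadjusted p under 0.001 from limma were 6, of which Foxo3, Mir343, Mir7671 and Gm24575 were lower and Mir146 and Gm2223 higher in FOXO3 KO than in WT PMNs. Apart from Foxo3 they are a microRNA precursor or a predicted gene, and their log2 fold changes ran from -2.27 for Gm24575 to 1.95 for Gm2223. None had an FDR under 0.001, so the signature held 0 genes by limma. The FDR was 0.49 for Foxo3 and 0.99 for the other 5. With the authors' unadjusted p-values over the genes kept, 4 genes passed the same fold change and p. Mir343 was listed at 0 in 5 of the 6 FOXO3 KO libraries and at 3.08 TPM in FOXO3 KO 1. The authors' mean normalized counts were 0.56 for Mir343, 0.35 for Mir7671 and 0.62 for Gm24575, against 22.5 for Mir146 and 133 for Gm2223.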

To further determine the significance of the FOXO3-deficient PMNs in colonic pathobiology, we established their transcriptional signature, which represents a panel of 389 DEGs (PMN-FOXO_389_), with stringent differential expression and statistical thresholds relative to WT (log2 fold-change >|1.5| and an adjusted *p*-value < 0.001). Unsupervised hierarchical clustering demonstrated that the PMN-FOXO3_389_ signature separated transcriptomes (publicly available data, GSE4183) of affected IBD tissue (UC and CD) and colon cancer samples (adenomas and adenocarcinomas) from the control (unaffected) group (Figure 5A). Additionally, principal component analysis (PCA) showed that in the transcriptome of patients with IBD and colon cancer, the PMN-FOXO3_389_ signature stratified samples of the affected colon from the normal (Figure 5B,C). The PCA index score indicated that PMN-FOXO3_389_-dependent differentiation of the two groups was strongly significant, with *p* = 1.8 × 10^−4^ for IBD (vs. normal) and *p* = 3.7 × 10^−3^ for colon cancer (vs. normal) (Figure 5D,E).

Moreover, we determined the significance of PMN-FOXO3_389_ in a large number of colon cancer patients using publicly available transcriptomes from the TCGA database. In unsupervised hierarchal clustering, PMN-FOXO3_389_ signature separated transcriptomes of colon cancer samples from normal, which was further quantified by PCA index score between two groups (*p* = 2 × 10^−16^) (Figure 6A,B). In addition, PMN-FOXO3_389_ signature separated colon cancer samples according to the probability for invasions in the vasculature (PCA, *p* = 0.046), lymphovasculature (PCA, *p* = 0.015), and perineural space (PCA, *p* = 0.03) (Figure 6C–E). Moreover, Kaplan–Meier estimates showed that the increased presence of PMN-FOXO3_389_ signature in transcriptomes of colon cancer is linked to poor 5-year patient survival rates of 47% (28–65%) when compared to 65% (55–74%) for lower presence (*p* = 8.2 × 10^−4^) (TCGA) (Figure 6F). Together, these data demonstrated that the loss of FOXO3 in PMNs is associated with human colon cancer progression, metastasis, and survival.

### 2.6. FOXO3-Dependent Genes Regulate Metabolic, Inflammatory, and Tumorigenic Processis in PMNs

We identified the top FOXO3 KO-dependent DEGs in PMNs, as shown in the heatmap (Figure 7A) and Table 1. Among these DEGs, we selected for validation genes involved in diverse PMN functions, such as signaling receptors important for their recruitment, adhesion molecules essential for their tissue infiltration and expansion, as well as genes involved in lipid metabolism in PMNs. These DEGs were validated in FOXO3 deficient PMNs (vs. WT) by qPCR (Figure 7B). Specifically, the genes included purinergic receptor P2X 1 (*P2RX1*), which belongs to G-protein-coupled receptors, RalA-binding protein 1 (*RALBP1*), which plays a role in receptor-mediated endocytosis, and melanoma cell adhesion molecule (*MCAM*), as well as cell cycle progression gene 1 (*CCPG1*), which is involved in the immune response to endoplasmic reticulum stress and cyclin-dependent kinase inhibitor 1A (*CDKN1A*). 

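Among the genes of Table 1 that PMNs expressed at 1 TPM or more, those with negative log2 fold changes included genes of eosinophils. Il4, a type 2 cytokine, had 18.4 ± 13.4 TPM (SD, n = 5) in WT and 6.45 ± 4.25 TPM (SD, n = 6) in FOXO3 KO (log2 fold change -1.35). The eosinophil markers Ccr3 and Siglecf had log2 fold changes of -1.18 and -1.09, Tmem26 of -0.78, Hgf, a growth factor stored in PMN granules, of -0.73 (-0.36 without WT 3), and Gfi1b, a repressor of blood cell development, of -0.71. On the higher side, the small nucleolar RNA Snord15a had 2.36 ± 1.98 TPM (SD, n = 5) in WT and 8.23 ± 4.81 TPM (SD, n = 6) in FOXO3 KO. Gbp2b, an interferon-induced GTPase, had a log2 fold change of 0.47, which rested on FOXO3 KO 05 at 9.07 TPM against at most 1.02 TPM in the other FOXO3 KO libraries, and was -0.03 without that library.
All 68 genes of Table 1 were found in the deposited table, and 51 of them had a mean under 1 TPM, 46 of these under 0.5 TPM, so 17 were tested. Of these, 4 had a positive and 13 a negative log2 fold change, and none passed limma's FDR < 0.05 (3 were higher and 8 lower at an unadjusted p under 0.05). Adjusted over the list alone, 2 rose and 2 fell. As a group the 17 fell (median -0.71, camera FDR = 5.7e-10, adjusted p = 0.042 with an estimated correlation). Table 1 lists 36 higher and 32 lower genes, but of the higher ones only Gbp2b, Snord15a and Mir146 reached a mean of 1 TPM. The direction of the group therefore follows from which listed genes were kept, and without the filter the list did not pass. The study chose these genes on the same libraries, so neither count is independent evidence of their direction.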

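In FOXO3 KO PMNs Ccpg1, Mcam, P2rx1 and Cdkn1a had lower mean levels than in WT, and none of the 4 passed limma's FDR < 0.05 (FDR = 0.99 for each). Ccpg1, an endoplasmic reticulum protein (chromosome 9 of GRCm38, 72985429 to 73016340, plus strand), had 25.2 ± 9.41 TPM (SD, n = 5) in WT and 12.9 ± 4.52 TPM (SD, n = 6) in FOXO3 KO, a log2 fold change of -0.92 (standard error 0.27). Its highest FOXO3 KO library, at 17.4 TPM, lay below its lowest WT library, at 18.4 TPM (exact permutation test, p = 0.0065, adjusted p = 0.039 over the 12 genes tested this way). Mcam, the adhesion molecule (chromosome 9, 44134469 to 44142727, plus strand), had 1.60 ± 0.68 and 0.58 ± 0.33 TPM, a log2 fold change of -0.70 (exact permutation test, p = 0.011, adjusted p = 0.043). P2rx1, the ATP-gated receptor (chromosome 11, 72999103 to 73015200, plus strand), had 13.8 ± 8.81 and 5.35 ± 2.87 TPM, a log2 fold change of -1.09 with libraries that overlapped (exact permutation test, p = 0.061, adjusted p = 0.10). Cdkn1a, the cell cycle inhibitor (chromosome 17, 29090976 to 29100727, plus strand), had 87.5 ± 27.2 and 63.9 ± 15.4 TPM, a log2 fold change of -0.43 (exact permutation test, p = 0.11, adjusted p = 0.15), which was -0.28 without WT 03 and -0.24 with sample weights. Over only the 80 splits that part the 3 numbered pairs, a test added after the data were seen, the adjusted p was 0.043 for Ccpg1, Mcam and P2rx1, and for Foxo3, Pla2g7, Mgll and Tlr9, and 0.056 for Cdkn1a (exact permutation test), on the libraries from which the study had picked these genes. The test over these splits assumes that equal numbers pair the libraries. In both series each of the 4 had a negative log2 fold change, from -0.13 to -1.17. Mcam, Ccpg1 and Cdkn1a overlap other annotated genes, and whether the quantification used strand is not stated.

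**Figure D2:**
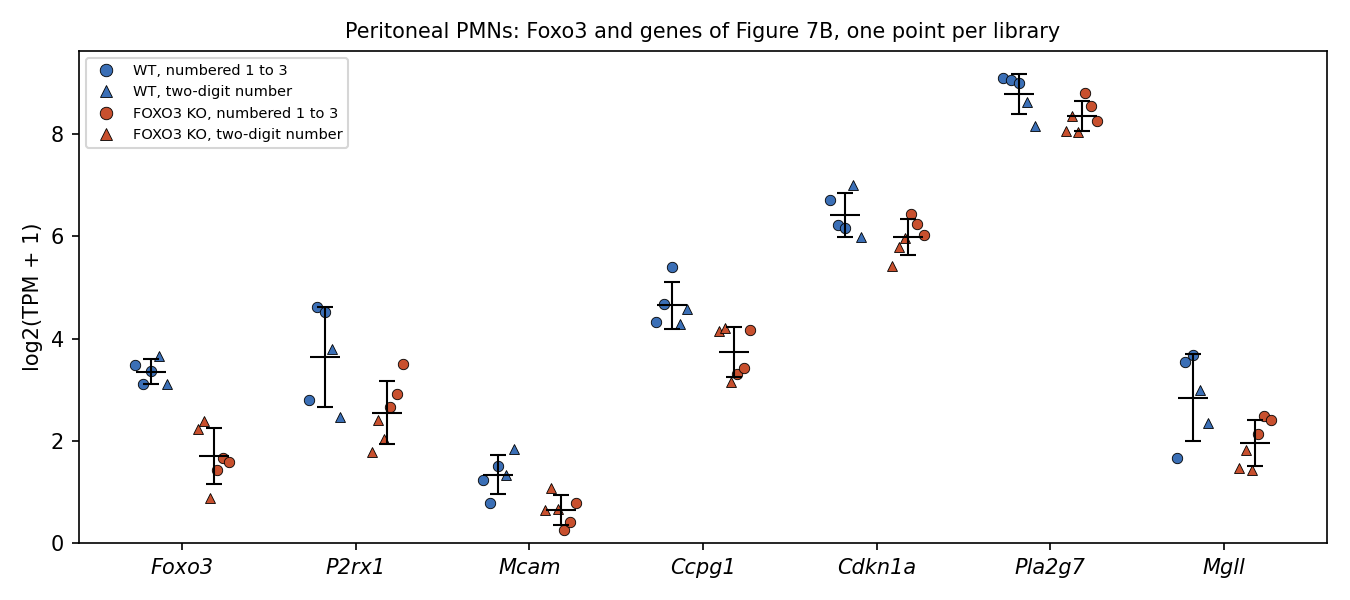
log2(TPM + 1) of Foxo3, P2rx1, Mcam, Ccpg1, Cdkn1a, Pla2g7 and Mgll in each of 5 WT and 6 FOXO3 KO libraries, 1 point per library, with the mean and SD in black and shape for the numbering series. The genotypes separate without overlap for Foxo3 and Ccpg1 and overlap for the other genes.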

Further, Phospholipase A2 Group VII (*PLA2G7*) is responsible for phospholipid metabolism, and Monoacylglycerol lipase (*MGLL*) catalyzes the conversion of monoacylglycerides to free fatty acids and glycerol. In addition to *MGLL*, adipose triglyceride lipase (*ATGL*) and hormone-sensitive lipase (*HSL*) were lowered in DEGs from FOXO3 KO PMNs (NS). These lipases are responsible for the breakdown of triacylglycerols from LDs [43], suggesting that loss of FOXO3 in PMNs may regulate LDs utilization. These findings establish the importance of FOXO3-mediated gene expression in PMNs that regulate human colonic inflammatory and tumorigenic pathobiology linked to lipid metabolism.

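Both lipid enzymes had lower mean levels in FOXO3 KO PMNs, with overlapping libraries. Pla2g7, which hydrolyzes platelet-activating factor (chromosome 17 of GRCm38, 43568098 to 43612201, plus strand), was abundant, with 454 ± 111 TPM (SD, n = 5) in WT and 331 ± 70.1 TPM (SD, n = 6) in FOXO3 KO, a log2 fold change of -0.44 (standard error 0.21; exact permutation test, p = 0.069, adjusted p = 0.10 over 12 genes). Mgll (chromosome 6, 88724412 to 88828360, plus strand) had 7.15 ± 4.14 TPM (SD, n = 5) in WT and 3.04 ± 1.24 TPM (SD, n = 6) in FOXO3 KO, a log2 fold change of -0.89 (standard error 0.37; exact permutation test, p = 0.054, adjusted p = 0.10). Its log2 fold change was -0.62 in the first series and -1.10 in the second, and that of Pla2g7 was -0.51 and -0.24. As a group, the 7 genes tested by qPCR fell (median log2 fold change -0.70, camera FDR = 2.9e-13, adjusted p = 0.010 with an estimated correlation), and 0 of 7 passed limma's FDR < 0.05 over all genes (4 were lower at an unadjusted p under 0.05), while 2 fell when adjusted over the list alone. The study picked these genes on the same libraries, so this is not independent evidence of their direction. All 6 eosinophil markers tested were negative too (median -0.40, FDR = 2.4e-04, adjusted p = 0.26 with an estimated correlation), and Siglecf and Ccr3 among them are also genes of Table 1. In WT 1, 2, 3, 03 and 08, P2rx1 had 5.93, 23.4, 22.1, 12.9 and 4.50 TPM, Mgll 2.18, 10.6, 11.9, 7.02 and 4.07 TPM, and the eosinophil marker Siglecf 3.81, 13.4, 18.1, 9.12 and 2.58 TPM.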

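The 2 lipases that act before MGLL showed no difference beyond the spread between mice. Pnpla2 (ATGL), which takes the first fatty acid from triacylglycerol (chromosome 7 of GRCm38, 141455198 to 141460743, plus strand), had 26.9 ± 8.69 TPM (SD, n = 5) in WT and 26.8 ± 10.1 TPM (SD, n = 6) in FOXO3 KO, a log2 fold change of -0.03 (standard error 0.31; exact permutation test, p = 0.90). Lipe (HSL), which acts on diacylglycerol (chromosome 7, 25379527 to 25398710, minus strand), had 10.1 ± 3.61 and 9.76 ± 1.75 TPM, a log2 fold change of -0.0011 (standard error 0.21; exact permutation test, p = 0.99). Within the series the log2 fold change of Pnpla2 was -0.24 and 0.07, and that of Lipe -0.01 and 0.11. The paper marks the lower levels of ATGL and HSL as not significant, and proposes from MGLL, ATGL and HSL together that loss of FOXO3 in PMNs may regulate the use of lipid droplets.

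**Figure D3:**
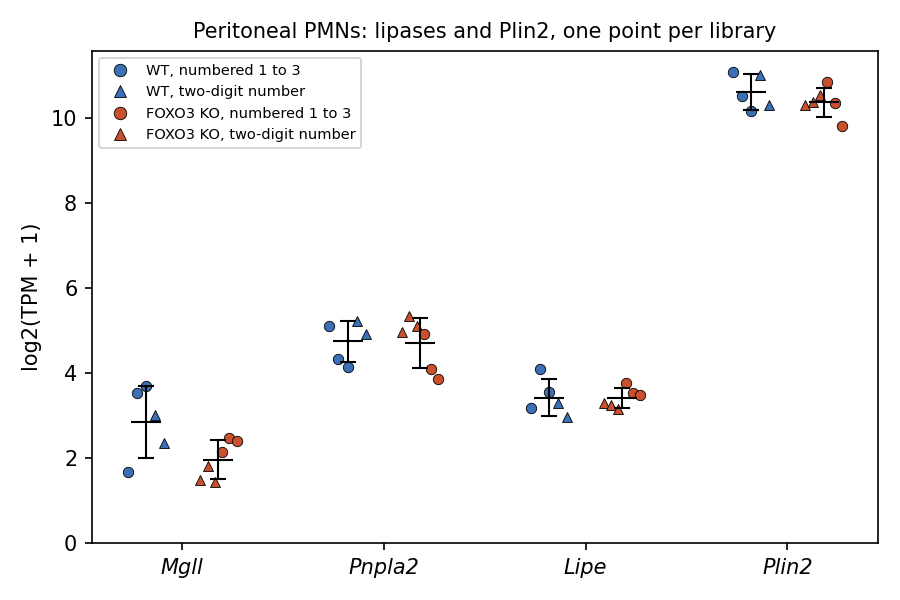
log2(TPM + 1) of Mgll, Pnpla2, Lipe and the lipid droplet coat gene Plin2 in 5 WT and 6 FOXO3 KO libraries, 1 point per library, with the mean and SD in black and shape for the numbering series. The genotypes overlap for each gene, and the means of Pnpla2 and Lipe differ by 0.03 or less on the log2 scale, as their log2 fold changes of -0.03 and -0.0011 state.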

## 3. Discussion

Chronic inflammation in IBD, characterized by massive infiltration of PMNs, is associated with increased risk and progression of colon cancer [4,5,6,7]. Here, we demonstrated that PMNs promote inflammation and inflammatory tumorigenesis in the colon via the LDs and FOXO3 negative regulatory network. Further, we identified the PMN-FOXO3_389_ transcriptional signature, which is increased in IBD and human colon cancer and is highly significant in their pathobiology. Ultimately, we identified FOXO3-dependent differentially expressed genes in PMNs with roles in metabolism, inflammation, and tumorigenesis. Together, these findings establish a novel mechanism in PMNs involving LDs and FOXO3, driving inflammatory and tumorigenesis processes in the colon.

Aberrant PMN function exacerbates inflammation and tumorigenesis in the colon [8,9,14,38]. In DSS-induced colitis in mice, depletion of PMN leads to lowered inflammation and colitis-associated tumorigenesis [9]. In humans, impaired PMN function during chronic inflammation can promote tumorigenesis, as demonstrated in lung and pancreatic cancer [44,45,46]. PMNs can also cluster with cancer cells, aiding tumor growth and metastasis [47,48]. Altered lipid metabolism in PMNs is linked to inflammatory conditions. Accumulation of LDs facilitates early innate response to viral infection through modulation of interferon signaling, in part via TLR7 and TLR9 pathways [23,49]. Similarly, our data showed in FOXO3-deficient PMNs increased *TLR9*, suggesting their sensitivity to viral components. Moreover, this LDs and FOXO3-mediated immune sensitivity to infection is shown in FOXO3 KO colon with increased bacterial LPS sensing *TLR4* [35]. Additionally, LDs accumulation in PMNs is accompanied by elevated inflammatory mediators, which in turn promotes PMN activity [22]. 

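Tlr9, the endosomal sensor of unmethylated DNA (chromosome 9 of GRCm38, 106222598 to 106226883, plus strand), had 8.50 ± 3.11 TPM (SD, n = 5) in WT PMNs and 16.2 ± 6.17 TPM (SD, n = 6) in FOXO3 KO PMNs. The log2 fold change was 0.83 (standard error 0.32), or 0.71 relative to all genes, and it was 0.76 in the first series and 0.78 in the second. WT libraries ran from 4.92 to 11.5 TPM and FOXO3 KO libraries from 6.87 to 23.2 TPM (exact permutation test, p = 0.039, adjusted p = 0.094 over 12 genes). In each of the 3 numbered pairs the FOXO3 KO library was the higher one. Of the 80 splits that part the pairs, no other gave a difference as large (exact permutation test, p = 0.0125). The adjusted p of this test over the same 12 genes was 0.043. The test was added after the data were seen and assumes that equal numbers pair the libraries. With the replicate block the log2 fold change was 0.77 (standard error 0.14). It did not pass limma's FDR < 0.05 (FDR = 0.99, and 0.75 with the block). Of the 15 pattern recognition genes tested, 6 had a positive and 9 a negative log2 fold change, and the list did not pass (camera FDR = 0.38).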

Further, increased LDs in PMNs, due to deficiency of adipose triglyceride lipase (ATGL), also increase PMN activity [19]. For instance, in metastatic breast cancer in the lung, reduced ATGL elicits LDs accumulation in PMNs, promoting the invasive capacity of cancer [24]. Moreover, PMNs can release oxidized lipids that reactivate dormant cancer cells and facilitate tumor recurrence [25]. Hence, PMNs with elevated LDs can facilitate inflammatory and tumorigenic processes in various tissue, including the colon.

Moreover, we demonstrated that in PMNs, a negative regulatory network of LDs and FOXO3 might be one of the mechanisms of colonic inflammation and tumorigenesis within IBD and colon cancer. We have previously demonstrated that this regulatory network drives pathobiological processes in human colonic cells [27,29,30,31]. In mice, global FOXO3 deficiency increases PMNs in the spleen, bone marrow, blood, and colon [35,50]. Similarly, FOXO3 inactivation results in elevated PMNs and aberrant immune response in bronchial epithelia [51]. We speculate that the increased infiltration and elevated transmigration of these PMNs are supported by their FOXO3-dependent metabolic reprogramming. Further, our findings revealed, in FOXO3 deficient PMNs, decreased farnesoid X receptor (FXR; *NR1H4*), a sensor of intracellular bile acid levels. 

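Nr1h4, which encodes the bile acid receptor FXR (chromosome 10 of GRCm38, 89454234 to 89533585, minus strand), was listed at or close to 0 in these PMNs. It was listed at 0 in 3 of 5 WT and 4 of 6 FOXO3 KO libraries, all of them but FOXO3 KO 05 from the first series. The other 4 libraries had 0.029 and 0.045 TPM in WT and 0.069 and 0.089 TPM in FOXO3 KO. At this level the gene was not among those tested, and with no counts in the table the smallest level that could have been detected is unknown. Whether a value of 0 in this table always means absence is not known. Capn1 is listed at or near 0 in 9 of 11 libraries and at 5.26 TPM in WT 2, and a failed estimate there could not be told apart from absence. In the authors' comparison Nr1h4 had a mean normalized count of 0.95 and a log2 fold change of 0.74 (standard error 2.03).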

FXR protects against bile acid toxicity, and it is reduced in CD patients [52].

Further, we identified several FOXO3-dependent differentially expressed genes in PMNs involved in metabolism, inflammation, and tumorigenesis. Specifically, *MGLL* is involved in fatty acid metabolism and plays roles in tumorigenesis and metastasis [53]. *P2RX1* is linked to the modulation of microbiota and the alleviation of inflammation in colitis [54]. *PLA2G7*, which is shown to be reduced in FOXO3 KO PMNs, is associated with inflammation [55]. Two other DEGs, *MCAM* and *CDKN1A*, in FOXO3 KO PMNs, are involved in tumorigenesis [56,57]. *RALBP1* has a key effector function in cancer cell survival [58]. Moreover, we found several DEGs in FOXO3 KO PMNS involved in lipid metabolisms linked to LDs utilization. 

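The gene groups of lipid droplet metabolism did not move as groups in FOXO3 KO PMNs. Of the 6 lipolysis genes tested, among them Pnpla2, Lipe and Mgll, 3 had a positive and 3 a negative log2 fold change (median 0.03, camera FDR = 0.23). Of 5 lipid droplet coat and formation genes, 2 were positive and 3 negative (median -0.06, FDR = 0.27). Plin2, the main coat protein, had 1615 ± 473 TPM (SD, n = 5) in WT and 1351 ± 310 TPM (SD, n = 6) in FOXO3 KO, a log2 fold change of -0.24 (exact permutation test, p = 0.32), which was -0.12 without WT 1, -0.13 without FOXO3 KO 3 and -0.14 without WT 03. Of 13 genes of triacylglycerol and fatty acid synthesis, 7 were positive and 6 negative (FDR = 0.40). Dgat1, which makes triacylglycerol, had 221 ± 74.3 TPM (SD, n = 5) in WT and 135 ± 60.5 TPM (SD, n = 6) in FOXO3 KO, a log2 fold change of -0.76 (FDR = 0.99 from limma). Of 12 genes of fatty acid oxidation, 9 were positive (FDR = 0.88). All 15 cholesterol synthesis genes had a positive log2 fold change (median 0.26, or 0.15 relative to all genes, and 0.12 without WT 08), which did not pass (FDR = 0.10, adjusted p = 0.69 with an estimated correlation) but did with the replicate block (FDR = 0.018, adjusted p = 0.66 with an estimated correlation). In none of these lists did a gene pass limma's FDR < 0.05, over all genes or adjusted over the list alone, and 1 lipolysis gene (Mgll) and 1 synthesis gene (Dgat1) had an unadjusted p under 0.05.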

*MGLL*, *ATGL*, and *HSL* lipase, critical for the breakdown of triacylglycerols stored in LDs [43], are decreased in FOXO3 KO PMNs. ATGL deficiency in PMNs leads to increased LDs and hyperactivation [19]. These findings suggest that although FOXO3 deficiency in colonic epithelial cells leads to increased LDs biosynthesis [27,30,31,35], in PMNs, it may lead to increased LDs by lowering their utilization. In addition, the significance of the loss of FOXO3 in driving PMN function is at least multifactorial, and while multiple differentially expressed genes were insignificantly altered, their synergistic effects on the transcriptomic and metabolic remodeling of PMN drive colonic inflammation and tumorigenesis.

One of the hallmarks of IBD is excessive infiltration of PMNs that intensify the inflammatory pathobiology, leading to tumorigenesis [4,5,12,13,15], the mechanisms of which are poorly understood. Here, we showed that PMNs drive colonic inflammation and tumorigenesis by facilitating a self-reinforced LDs and FOXO3 negative regulatory network. Additionally, we demonstrated the significance of this mechanism in both IBD and colon cancer. It is important to highlight that, in addition to LDs and FOXO3 in PMNs, complex processes drive IBD and colonic tumorigenesis that include multiple cells, different pathways, and regulators. Further, this network altered the expression of multiple genes, which, even if insignificant, may orchestrate systemic changes in PMNs functions. As PMNs are highly sensitive cells to multiple stimuli and may initially be protective to infiltrated tissue, it is required to further delineate these mechanisms in context to other cells and regulators. Together, our findings establish an important mechanism that drives PMN activity, bringing us one step closer to solving the complex puzzle of IBD and inflammatory colon cancer.

## 4. Materials and Methods

### 4.1. Human IBD and Colon Cancer Samples

Tissue microarray samples included human intestinal tissue representing normal, Inflammatory Bowel Diseases (Ulcerative Colitis and Crohn’s Disease), and colon adenocarcinoma with tumor-adjacent colonic mucosa (tissuearray.com LLC). These tissues were obtained from different individuals, males and females, aged 20 to 66 (total *n* = 10, *n* = 2 of each for normal, UC, CD, tumor-adjacent mucosa, and adenocarcinoma).

Publicly available transcriptomes were obtained for control and affected tissue from three different patient cohorts of UC (total *n* = 132; GSE36807, GSE53306, GSE59071) and CD (total *n* = 91; GSE59071, GSE95095, GSE102133). Publicly available transcriptomic data from tumor tissue obtained from three colon cancer patient cohorts (total *n* = 162; GSE141174, GSE8671, GSE9348) were used. Moreover, publicly available transcriptomic data of colon cancer patients, including normal controls, were also utilized (*n* = 498, TCGA). These data were acquired by using NCBI’s GEO2R.

### 4.2. Mice

Mice, strain C57BL/6, male and female, were housed under pathogen-free conditions at Tulane University School of Medicine. Both wild type (WT) and FOXO3 knock-out (FOXO3 KO) mice had free access to a standard chow diet and water. All littermates were genotyped to identify homozygous WT and FOXO3 KO, according to the guidelines of Tulane Institutional Animal Care and Use Committee [34]. Transcriptomic data from the colon of FOXO3 KO and WT mice were acquired as described before (*n* = 5–6 mice per group) [35].

Moreover, publicly available transcriptomes obtained from mice with colonic inflammation (*n* = 3) and dysplasia (*n* = 3) were utilized (GSE31106) [59].

### 4.3. Histological Analysis

Immunohistostaining against antibody PLIN2 (LS Bio, Seattle, WA, USA) of tissue microarray with samples from IBD and human colon cancer patients was performed by The Pathology Core Laboratory at Tulane University Health Sciences Center as described previously [35]. Images were obtained using the Phenolmager fusion slide scanner (Akoya, Menlo Park, CA, USA) and Phenochart 1.2.0 software. Images were quantified utilizing ImageJ/Fiji 2.1.0 by performing spectrum deconvolution for the separation of DAB (diaminobenzidine) color spectra. The DAB image was then analyzed pixel by pixel for immunohistochemistry quantification.

### 4.4. Mouse Peritoneal Polymorphonuclear Neutrophils (PMNs)

Experimental mice (six to eight weeks old) were injected intraperitoneally with 1 mL of sterile casein (Sigma, St. Louis, MO, USA) solution, followed by a second injection the next day, which caused a response of peritoneal PMNs [41]. Three hours after the second injection, mouse peritoneal cells were harvested from the abdominal cavity and pelleted (200× *g* for 3 times). Next, PMNs were isolated from the peritoneal fluid using histopaque separation media using a density gradient centrifugation method [40].

### 4.5. Transmigration Assay

Mice peritoneal PMNs, 10 × 10^6^ cells in assay buffer, HEPES containing 10 mM glucose, 0.1% BSA, pH 7.4, and 1% penicillin/streptomycin, was incubated with oleic acid (OA) (50 µM), for 2 h, and were placed on the top of transwells, an 8 mM pore size polycarbonate filter. In the lower compartments of transwells, 1 mL of the assay media with N-Formylmethionyl-leucyl-phenylalanine (fMLP) (1 mM) or chemokine KC (29 ng/mL) was added. After 30 min, at 37 °C, assay media from the lower compartment was collected and centrifuged at 400× *g* for 5 min to assess for migrated PMNs.

### 4.6. Myeloperoxidase (MPO) Colorimetric Activity Assay

Enzymatic activity of the activated PMN’s marker, known as myeloperoxidase (MPO), was quantified in PMNs from WT (*n* = 6) and FOXO3 KO (*n* = 6) mice (*n* = 3 wells per mouse) using MPO Colorimetric Activity Assay Kit according to the manufacturer’s protocol (Sigma, St. Louis, MO, USA). Briefly, collected PMN samples were rapidly homogenized in MPO assay buffer and centrifuged at 13,000× *g* for 10 min at 4 °C to remove insoluble material. These samples were then plated in a 96-well plate, further assessed, and used for colorimetric detection of MPO activity at 412 nm.

### 4.7. RNA Isolation and cDNA Synthesis

Total RNA from harvested PMNs (*n* = 5–6 mice per group) was isolated using the miRNeasy kit (Zymo Research, Irvine, CA, USA), following the manufacturer’s instructions. First, RNA was evaluated for quality using Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples having RNA integrity numbers (RIN) of more than 8 were utilized. RNA was then reverse transcribed to cDNA with qScript cDNA SuperMix (Quantabio, Beverly, MA, USA) and used for qPCR as described previously [35]. The primers used for the amplification of mouse cDNA are as follows: (mP2RX1-FOR 5′-GACAAACCGTCGTCACCTCT-3′, mP2RX1-REV 5′-TCACGTTCACCCTCCCCA-3′, mMGLL-FOR 5′-TTTCCTTCCCTAAGCGGTCG-3′, mMGLL-REV 5′-GGGGTCTTTAGGCCCTGTTT-3′, mMCAM-FOR 5′-CGGGTGTGCCAGGAGAG-3′, mMCAM-REV 5′-GGTTCCTCTGGGGCTTTGAA-3′, mCDKN1A-FOR 5′-GCAGAATAAAAGGTGCCACAGG-3′, mCDKN1A-REV 5′-AGAGTGCAAGACAGCGACAA-3′, mRALBP1-FOR 5′-CTCGTCCTGTTCTGTCCCAA-3′, mRALBP1-REV 5′-ACCTATCCATTACACCAGTGCC-3′, mCCPG1-FOR 5′-AGAAAGCAGCGCAAACAACA-3′, mCCPG1-REV 5′-CTAGGCTGAGATGAAAAGACGGG-3′, mPLA2G7-FOR 5′-TCCCTGGAGCTAGTGTTGTG-3′, mPLA2G7-REV 5′-TGGCTTCAGTTTGATGTTCTGGT-3′. The comparative Ct method was used to determine mRNA expression with actin as a housekeeping control. cDNA was quantified using the C1000 Thermal Cycler system (Bio-Rad, Hercules, CA, USA) and PerfeCTa SYBR Green FastMix (Quantabio, Beverly, MA, USA).

### 4.8. RNA Sequencing and Differential Expression Testing

RNA sequencing (RNAseq) was performed as described previously [35]. Sequencing data are submitted in NCBI’s Sequence Read Archive and are available under GSE234072 study accession number. Transcriptomic analysis for RNAseq was performed using Ingenuity Pathway Analysis (IPA) (Qiagen, Germantown, MD, USA). Differentially expressed genes (DEGs) with an expression threshold of >|0.5|-fold change relative to control and a false discovery rate (FDR) of less than 0.05 were evaluated in IPA. Clustered heatmaps of z-scaled transcripts per million (TPM) values for the top DEGs across all samples were obtained using a Python data visualization package (Seaborn v0.12.0). 

### 4.9. Hierarchical Clustering

Hierarchical clustering of transcriptomes among experimental groups was performed using an uncentered correlation as a symmetric matrix, as described before [28].

### 4.10. Principal Component Analysis

Principal component analysis (PCA) of FOXO3-deficient PMNs’ signatures with IBD (GSE4183) and human colon cancer (TCGA) transcriptomes was performed with the FactoMineR R package with the PCA function, as described before [28].

### 4.11. Statistical Analysis

All results are represented as mean ± SD. The statistical analysis of experiments was carried out by Student’s unpaired *t*-test or through ANOVA for one-way analysis of variance in Graph Pad Software. A *p*-value of <0.05 was considered significant.

## Figures and Tables

**Figure 1:**
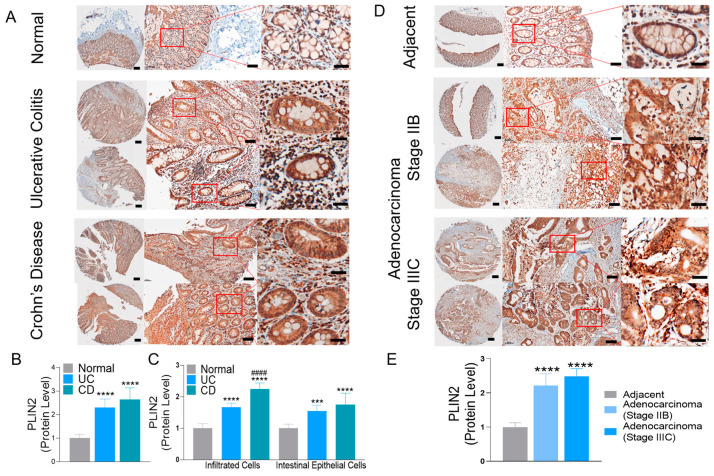
LDs’ coat protein PLIN2 levels are increased in affected human colonic tissue obtained from (**A**) Ulcerative Colitis (UC), Crohn’s Disease (CD), and (**D**) Colon Cancer patients. PLIN2 levels in tissue were determined by immunohistostaining (IHC) (tissue array). Areas selected in red boxes are further magnified sections (scale bar 800 µM, 100 µM, 20 µM) (**B**,**C**,**E**) Graphs represent the quantification of IHC of PLIN2 using ImageJ/Fiji 2.1.0, performing spectrum deconvolution for separation of DAB color spectra. Total number of patients (*n* = 10) included normal (*n* = 2), UC (*n* = 2), CD (*n* = 2), tumor-adjacent mucosa (*n* = 2), and adenocarcinoma (*n* = 2). Quantification included 5–8 separate areas/samples (**** *p* < 0.0001, *** *p* < 0.001 vs. normal control, #### *p* < 0.0001 vs. UC samples).

**Figure 2:**
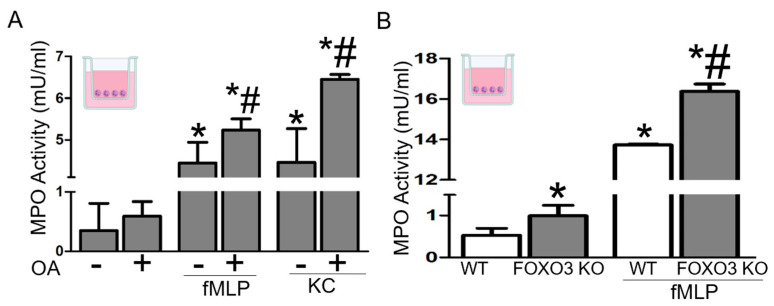
Increased LDs and FOXO3 deficiency in PMNs facilitate their migratory activity. (**A**) MPO activity showing transmigration of mouse peritoneal PMNs with Oleic acid (OA) stimulated LDs. fMLP and KC are used as PMNs chemoattractants. (*n* = 6 mice per group, *n* = 3 wells per mouse, * *p* < 0.05 vs. control, # *p* < 0.05 vs. fMLP or KC without OA) (**B**) MPO activity showing transmigration of peritoneal PMNs from FOXO3 KO mouse relative to wild type (WT) in response to fMLP. *(n* = 6 mice per group, *n* = 3 wells per mouse, * *p* < 0.05 vs. WT, # *p* < 0.05 vs. WT treated with fMLP).

**Figure 3:**
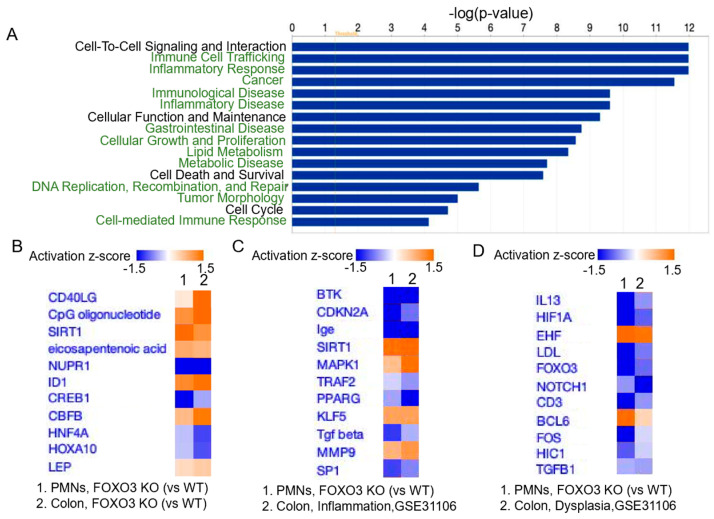
FOXO3 deficiency in PMNs is linked to mouse colonic pathobiology. (**A**) Top diseases and pathways associated with FOXO3 KO in PMNs relative to control (*p* < 0.05, IPA). (**B**) Top upstream regulators of DEGs mediated by FOXO3 deficiency in PMNs, shared with FOXO3 KO mouse colon (IPA, *n* = 3–5 mice per group, *p* < 0.05). (**C**,**D**) Top regulators of FOXO3 KO-dependent DEGs in PMNs shared with regulators in mouse colon with inflammation and high-grade dysplasia (*n* = 3 mice per group, IPA, *p* < 0.05, IPA, GSE31106).

**Figure 4:**
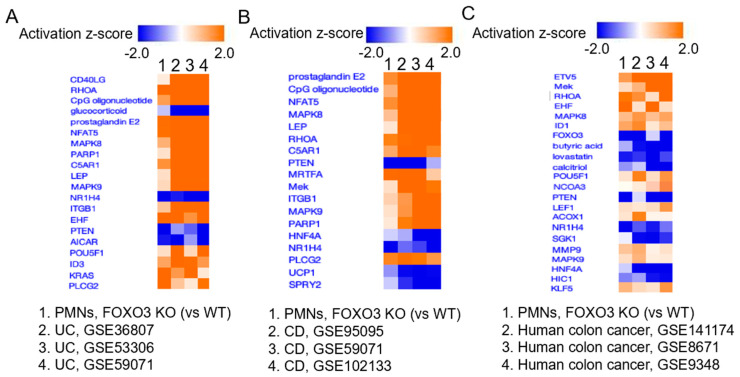
FOXO3 deficiency in PMNs is linked to drivers of IBD and human colon cancer. Top regulators of DEGs in FOXO3 KO PMNs similar to regulators in (**A**) UC, (**B**) CD, and (**C**) human colon cancer. Publicly available data from three different patient cohorts for each, UC (GSE36807, GSE53306, GSE59071, total *n* = 132), CD (GSE59071, GSE95095, GSE102133, total *n* = 91), and human colon cancer (GSE141174, GSE8671, GSE9348; total *n* = 162) were utilized (IPA, *p* < 0.05).

**Figure 5:**
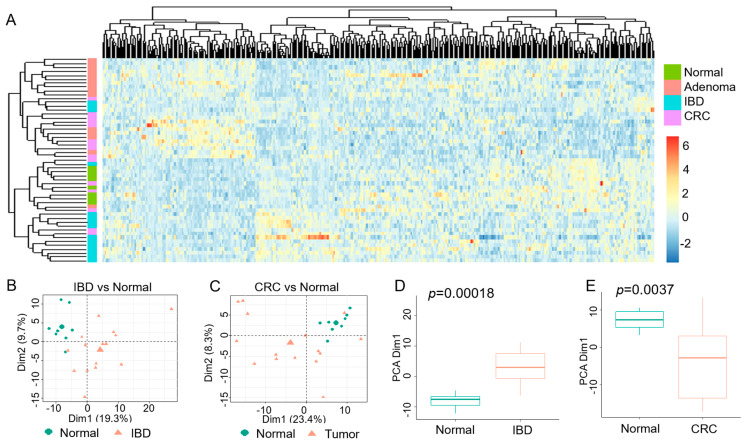
Transcriptional signature for FOXO3-dependent PMNs in IBD and human colon cancer. (**A**) Hierarchical clustering, as shown by a heatmap, revealing the separation of transcriptomes representing IBD (blue) and colon cancer (adenomas (pink) and adenocarcinomas (CRC, violet)) from normal (green) by the PMNs-FOXO3_389_ signature. PMN-FOXO3_389_ signature on *x*-axis and human samples on *y*-axis. (**B**,**C**) FOXO3_389_ signature was used to perform principal component analysis (PCA) of active IBD and matched control transcriptomes, as well as human colon cancer and control transcriptomes, to estimate variation between samples. (**D**,**E**) Two-axis values of the PCA showed that PMN-FOXO3_389_ significantly differentiated IBD from matched control tissue (*p* = 0.00018) and colon cancer tissue from control (*p* = 0.0037) (*n* = 53, GSE4183).

**Figure 6:**
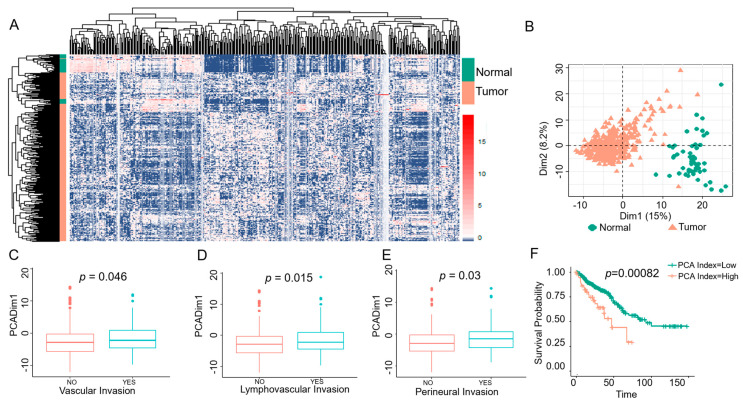
Transcriptional signature for FOXO3-dependent PMNs in human colon cancer. (**A**,**B**) Hierarchical clustering, shown by heatmap, revealed distinct clusters separated by the PMN-FOXO3_389_ signature differentiating human colon cancer (pink) from matched normal (green) transcriptomes (*n* = 432, TCGA). PMN-FOXO3_389_ signature on *x*-axis and human samples on *y*-axis. PMN-FOXO3_389_ stratify the colon tumor samples from normal. (**C**–**E**) Increased PMN-FOXO3_389_ signature presence in colon cancer patients is associated with metastasis (lymphovascular invasion, vascular invasion, perineural invasion. (**F**) Increased PMN-FOXO3_389_ signature presence in transcriptomes of colon cancer patients revealed worse overall 5-year survival with a high PCA index score (pink)) compared to low score (green) (*p* = 0.00082).

**Figure 7:**
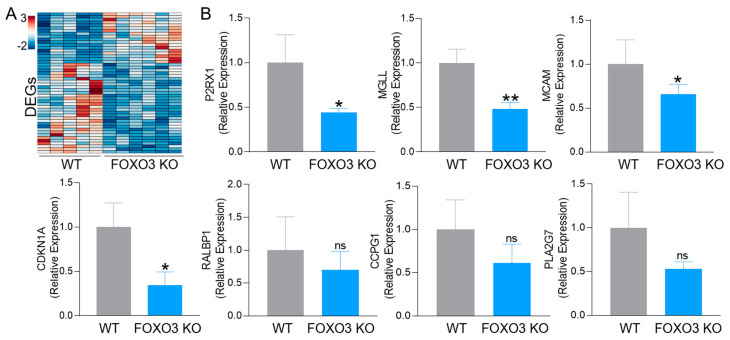
FOXO3-mediated differentially expressed genes in PMNs. (**A**) A heatmap of the top DEGs specific to FOXO3-deficient PMNs relative to control (>|0.5|-fold change, FDR < 0.05). (**B**) Validation of select FOXO3 dependent *P2RX1*, *MGLL*, *MCAM*, *CDKN1A*, *RALBP1*, *CCPG1* and *PLA2G7* transcripts in peritoneal PMNs (qPCR, *n* = 3 mice per group, * *p* < 0.05, ** *p* < 0.01, ns = not significant).

**Table 1:** Differentially expressed genes in FOXO3-deficient mouse PMNs relative to control (*n* = 5–6, FC ≥ |1.5|, *p* < 0.5).

	Gene	Gene Name	FC	*p*-Value
1	*UBE2D2A*	Ubiquitin-conjugating enzyme E2D 2A	4.98	8.9 × 10^−3^
2	*CATSPERE2*	Cation channel sperm associated auxiliary subunit epsilon 2	4.77	1.4 × 10^−2^
3	*LALBA*	Lactalbumin alpha	3.58	4.8 × 10^−2^
4	*DLL3*	Delta-like canonical Notch ligand 3	3.31	1.2 × 10^−2^
5	*ANO2*	Anoctamin 2	3.30	4.2 × 10^−2^
6	*ASCL4*	Achaete-scute family bHLH transcription factor 4	3.24	4.9 × 10^−2^
7	*HIST1H3B*	Histone cluster 1, H3b	3.17	2.4 × 10^−2^
8	*CCDC85A*	Coiled-coil domain containing 85A	3.12	1.7 × 10^−2^
9	*FAM198A*	Family with sequence similarity 198 member A	3.05	1.9 × 10^−2^
10	*CDKL1*	Cyclin-dependent kinase-like 1	3.00	2.0 × 10^−2^
11	*GBP2B*	Guanylate binding protein 2b	2.56	3.0 × 10^−2^
12	*MYRFL*	Myelin regulatory factor-like	2.47	5.3 × 10^−2^
13	*MRAP2*	Melanocortin 2 receptor accessory protein 2	2.43	1.6 × 10^−2^
14	*SYNPO2*	Synaptopodin 2	2.37	4.4 × 10^−3^
15	*RNF183*	Ring finger protein 183	2.37	1.4 × 10^−2^
16	*CACNA1H*	Calcium voltage-gated channel subunit alpha1 H	2.35	2.6 × 10^−2^
17	*DLG2*	Discs large MAGUK scaffold protein 2	2.26	4.9 × 10^−2^
18	*LRIG3*	Leucine-rich repeats and immunoglobulin-like domains 3	2.25	5.7 × 10^−3^
19	*MAP3K19*	Mitogen-activated protein kinase kinase kinase 19	2.22	1.7 × 10^−2^
20	*TECTA*	Tectorin alpha	2.14	2.1 × 10^−2^
21	*CUBN*	Cubilin	1.98	1.0 × 10^−2^
22	*LDHD*	Lactate dehydrogenase D	1.92	1.8 × 10^−2^
23	*IQCN*	IQ motif containing N	1.87	4.0 × 10^−2^
24	*AMD2*	S-adenosylmethionine decarboxylase 2	1.82	7.8 × 10^−4^
25	*SNORD15A*	Small nucleolar RNA, C/D box 15A	1.78	2.7 × 10^−2^
26	*ASTN2*	Astrotactin 2	1.67	7.0 × 10^−3^
27	*MIR146*	MicroRNA 146	1.65	3.8 × 10^−4^
28	*GBP11*	Guanylate binding protein 11	1.65	4.3 × 10^−2^
29	*GUCY2C*	Guanylate cyclase 2C	1.64	6.0 × 10^−6^
30	*MDRL*	Mitochondrial dynamic related lncRNA	1.59	4.8 × 10^−2^
31	*ADAMTS13*	ADAM metallopeptidase with thrombospondin type 1 motif 13	1.56	4.1 × 10^−2^
32	*RAPGEF4*	Rap guanine nucleotide exchange factor 4	1.56	3.4 × 10^−2^
33	*STX1A*	Syntaxin 1A	1.55	1.0 × 10^−2^
34	*NECTIN3*	Nectin cell adhesion molecule 3	1.54	3.9 × 10^−2^
35	*SLC22A1*	Solute carrier family 22 member 1	1.54	7.1 × 10^−3^
36	*MEX3A*	Mex−3 RNA binding family member A	1.52	5.0 × 10^−2^
37	*RALBP1*	RalA-binding protein 1	−0.44	9.0 × 10^−5^
38	*CDKN1A*	Cyclin-dependent kinase inhibitor 1A	−0.55	1.0 × 10^−3^
39	*PLA2G7*	Phospholipase A2 Group VII	−0.6	1.0 × 10^−3^
40	*TLR9*	Toll Like Receptor 9	−0.8	1.7 × 10^−2^
41	*CCPG1*	Cell cycle progression gene 1	−1.12	2.0 × 10^−3^
42	*MGLL*	Monoacylglycerol lipase	−1.29	3.0 × 10^−3^
43	*GFI1B*	Growth factor independent 1B transcriptional repressor	−1.50	2.1 × 10^−3^
44	*HGF*	Hepatocyte growth factor	−1.52	6.1 × 10^−3^
45	*BATF2*	Basic leucine zipper ATF-like transcription factor 2	−1.52	2.2 × 10^−2^
46	*P2RX1*	Purinergic receptor P2X 1	−1.53	1.4 × 10^−3^
47	*ZFP469*	Zinc finger protein 469	−1.56	1.0 × 10^−2^
48	*TMEM26*	Transmembrane protein 26	−1.56	7.0 × 10^−3^
49	*HUNK*	Hormonally up-regulated Neu-associated kinase	−1.58	2.2 × 10^−2^
50	*SIGLECF*	Sialic acid binding Ig-like lectin F	−1.58	7.4 × 10^−3^
51	*FAIM2*	Fas apoptotic inhibitory molecule 2	−1.59	2.0 × 10^−2^
52	*MCAM*	Melanoma cell adhesion molecule	−1.61	1.9 × 10^−3^
53	*MYLK3*	Myosin light chain kinase 3	−1.62	1.2 × 10^−2^
54	*IL4*	Interleukin 4	−1.65	5.0 × 10^−3^
55	*CCR3*	C-C motif chemokine receptor 3	−1.67	8.4 × 10^−3^
56	*POM121L2*	POM121 transmembrane nucleoporin like 2	−1.85	1.1 × 10^−2^
57	*PLA2G3*	Phospholipase A2 group III	−2.12	7.6 × 10^−3^
58	*SLC27A2*	Solute carrier family 27 member 2	−2.35	3.6 × 10^−3^
59	*IL13*	Interleukin 13	−2.54	5.4 × 10^−3^
60	*PDK4*	Pyruvate dehydrogenase kinase 4	−2.54	1.1 × 10^−2^
61	*CTSG*	Cathepsin G	−2.80	3.3 × 10^−3^
62	*TNXB*	Tenascin XB	−2.85	3.6 × 10^−3^
63	*VSNL1*	Visinin like 1	−3.16	1.7 × 10^−2^
64	*MPO*	Myeloperoxidase	−3.37	2.0 × 10^−3^
65	*TDG-PS*	Thymine DNA glycosylase, pseudogene	−3.38	5.6 × 10^−4^
66	*BPI*	Bactericidal permeability-increasing protein	−3.40	2.2 × 10^−2^
67	*ELANE*	Elastase, neutrophil expressed	−3.54	5.2 × 10^−3^
68	*CAPN1*	Calpain 1	−24.1	1.3 × 10^−15^

## Data Availability

The data presented in this study are available on request from the corresponding author. RNA sequencing of experimental PMNs will be submitted to NCBI’s Archive to be publicly available.

## References

[1] Guan Q. (2019). A Comprehensive Review and Update on the Pathogenesis of Inflammatory Bowel Disease. J. Immunol. Res..

[2] Baumgart D.C., Carding S.R. (2007). Inflammatory bowel disease: Cause and immunobiology. Lancet.

[3] Zhang Y.-Z. (2014). Inflammatory bowel disease: Pathogenesis. World J. Gastroenterol..

[4] Zhou G.X., Liu Z.J. (2017). Potential roles of neutrophils in regulating intestinal mucosal inflammation of inflammatory bowel disease. J. Dig. Dis..

[5] Fournier B.M., Parkos C.A. (2012). The role of neutrophils during intestinal inflammation. Mucosal Immunol..

[6] Kim E.R. (2014). Colorectal cancer in inflammatory bowel disease: The risk, pathogenesis, prevention and diagnosis. World J. Gastroenterol..

[7] Lakatos P.L., Lakatos L. (2008). Risk for colorectal cancer in ulcerative colitis: Changes, causes and management strategies. World J. Gastroenterol..

[8] Mazaki J., Katsumata K., Kasahara K., Tago T., Wada T., Kuwabara H., Enomoto M., Ishizaki T., Nagakawa Y., Tsuchida A. (2020). Neutrophil-to-lymphocyte ratio is a prognostic factor for colon cancer: A propensity score analysis. BMC Cancer.

[9] Wang Y., Wang K., Han G.-C., Wang R.-X., Xiao H., Hou C.-M., Guo R.-F., Dou Y., Shen B.-F., Li Y. (2014). Neutrophil infiltration favors colitis-associated tumorigenesis by activating the interleukin-1 (IL-1)/IL-6 axis. Mucosal Immunol..

[10] Kraus R.F., Gruber M.A. (2021). Neutrophils-From Bone Marrow to First-Line Defense of the Innate Immune System. Front. Immunol..

[11] Borregaard N. (2010). Neutrophils, from Marrow to Microbes. Immunity.

[12] Chen H., Wu X., Xu C., Lin J., Liu Z. (2021). Dichotomous roles of neutrophils in modulating pathogenic and repair processes of inflammatory bowel diseases. Precis Clin. Med..

[13] Wéra O., Lancellotti P., Oury C. (2016). The Dual Role of Neutrophils in Inflammatory Bowel Diseases. J. Clin. Med..

[14] Bui T.M., Butin-Israeli V., Wiesolek H.L., Zhou M., Rehring J.F., Wiesmuller L., Wu J.D., Yang G.Y., Hanauer S.B., Sebag J.A. (2021). Neutrophils Alter DNA Repair Landscape to Impact Survival and Shape Distinct Therapeutic Phenotypes of Colorectal Cancer. Gastroenterology.

[15] Canli Ö., Nicolas A.M., Gupta J., Finkelmeier F., Goncharova O., Pesic M., Neumann T., Horst D., Löwer M., Sahin U. (2017). Myeloid Cell-Derived Reactive Oxygen Species Induce Epithelial Mutagenesis. Cancer Cell.

[16] Tlaskalová-Hogenová H., Štěpánková R., Kozáková H., Hudcovic T., Vannucci L., Tučková L., Rossmann P., Hrnčíř T., Kverka M., Zákostelská Z. (2011). The role of gut microbiota (commensal bacteria) and the mucosal barrier in the pathogenesis of inflammatory and autoimmune diseases and cancer: Contribution of germ-free and gnotobiotic animal models of human diseases. Cell. Mol. Immunol..

[17] Michielan A., D’Incà R. (2015). Intestinal Permeability in Inflammatory Bowel Disease: Pathogenesis, Clinical Evaluation, and Therapy of Leaky Gut. Mediat. Inflamm..

[18] Zhang W., Xu L., Zhu L., Liu Y., Yang S., Zhao M. (2021). Lipid Droplets, the Central Hub Integrating Cell Metabolism and the Immune System. Front Physiol.

[19] Schlager S., Goeritzer M., Jandl K., Frei R., Vujic N., Kolb D., Strohmaier H., Dorow J., Eichmann T.O., Rosenberger A. (2015). Adipose triglyceride lipase acts on neutrophil lipid droplets to regulate substrate availability for lipid mediator synthesis. J. Leukoc. Biol..

[20] Jiang J., Tu H., Li P. (2022). Lipid metabolism and neutrophil function. Cell. Immunol..

[21] Bozza P.T., Magalhães K.G., Weller P.F. (2009). Leukocyte lipid bodies—Biogenesis and functions in inflammation. Biochim. Et Biophys. Acta (BBA)-Mol. Cell Biol. Lipids.

[22] Monson E.A., Crosse K.M., Duan M., Chen W., O’Shea R.D., Wakim L.M., Carr J.M., Whelan D.R., Helbig K.J. (2021). Intracellular lipid droplet accumulation occurs early following viral infection and is required for an efficient interferon response. Nat. Commun..

[23] Monson E.A., Crosse K.M., Das M., Helbig K.J. (2018). Lipid droplet density alters the early innate immune response to viral infection. PLoS ONE.

[24] Li P., Lu M., Shi J., Gong Z., Hua L., Li Q., Lim B., Zhang X.H.-F., Chen X., Li S. (2020). Lung mesenchymal cells elicit lipid storage in neutrophils that fuel breast cancer lung metastasis. Nat. Immunol..

[25] Perego M., Tyurin V.A., Tyurina Y.Y., Yellets J., Nacarelli T., Lin C., Nefedova Y., Kossenkov A., Liu Q., Sreedhar S. (2020). Reactivation of dormant tumor cells by modified lipids derived from stress-activated neutrophils. Sci. Transl. Med..

[26] Accioly M.T., Pacheco P., Maya-Monteiro C.M., Carrossini N., Robbs B.K., Oliveira S.S., Kaufmann C., Morgado-Diaz J.A., Bozza P.T., Viola J.P. (2008). Lipid bodies are reservoirs of cyclooxygenase-2 and sites of prostaglandin-E2 synthesis in colon cancer cells. Cancer Res..

[27] Heller S., Cable C., Penrose H., Makboul R., Biswas D., Cabe M., Crawford S.E., Savkovic S.D. (2016). Intestinal inflammation requires FOXO3 and prostaglandin E2-dependent lipogenesis and elevated lipid droplets. Am. J. Physiol. Gastrointest Liver Physiol..

[28] Iftikhar R., Penrose H.M., King A.N., Kim Y., Ruiz E., Kandil E., Machado H.L., Savkovic S.D. (2022). FOXO3 Expression in Macrophages Is Lowered by a High-Fat Diet and Regulates Colonic Inflammation and Tumorigenesis. Metabolites.

[29] Penrose H., Heller S., Cable C., Makboul R., Chadalawada G., Chen Y., Crawford S.E., Savkovic S.D. (2016). Epidermal growth factor receptor mediated proliferation depends on increased lipid droplet density regulated via a negative regulatory loop with FOXO3/Sirtuin6. Biochem. Biophys. Res. Commun..

[30] Qi W., Fitchev P.S., Cornwell M.L., Greenberg J., Cabe M., Weber C.R., Roy H.K., Crawford S.E., Savkovic S.D. (2013). FOXO3 growth inhibition of colonic cells is dependent on intraepithelial lipid droplet density. J. Biol. Chem..

[31] Iftikhar R., Penrose H.M., King A.N., Samudre J.S., Collins M.E., Hartono A.B., Lee S.B., Lau F., Baddoo M., Flemington E.F. (2021). Elevated ATGL in colon cancer cells and cancer stem cells promotes metabolic and tumorigenic reprogramming reinforced by obesity. Oncogenesis.

[32] Zhang K., Li L., Qi Y., Zhu X., Gan B., DePinho R.A., Averitt T., Guo S. (2012). Hepatic suppression of Foxo1 and Foxo3 causes hypoglycemia and hyperlipidemia in mice. Endocrinology.

[33] Bullock M.D., Bruce A., Sreekumar R., Curtis N., Cheung T., Reading I., Primrose J.N., Ottensmeier C., Packham G.K., Thomas G. (2013). FOXO3 expression during colorectal cancer progression: Biomarker potential reflects a tumour suppressor role. Br. J. Cancer.

[34] Lin L., Hron J.D., Peng S.L. (2004). Regulation of NF-κB, Th Activation, and Autoinflammation by the Forkhead Transcription Factor Foxo3a. Immunity.

[35] Penrose H.M., Cable C., Heller S., Ungerleider N., Nakhoul H., Baddoo M., Hartono A.B., Lee S.B., Burow M.E., Flemington E.F. (2019). Loss of Forkhead Box O3 Facilitates Inflammatory Colon Cancer: Transcriptome Profiling of the Immune Landscape and Novel Targets. Cell. Mol. Gastroenterol. Hepatol..

[36] Savkovic S.D. (2013). Decreased FOXO3 within advanced human colon cancer: Implications of tumour suppressor function. Br. J. Cancer.

[37] Lee J.C., Espeli M., Anderson C.A., Linterman M.A., Pocock J.M., Williams N.J., Roberts R., Viatte S., Fu B., Peshu N. (2013). Human SNP Links Differential Outcomes in Inflammatory and Infectious Disease to a FOXO3-Regulated Pathway. Cell.

[38] Mizuno R., Kawada K., Itatani Y., Ogawa R., Kiyasu Y., Sakai Y. (2019). The Role of Tumor-Associated Neutrophils in Colorectal Cancer. Int. J. Mol. Sci..

[39] Muthas D., Reznichenko A., Balendran C.A., Böttcher G., Clausen I.G., Kärrman Mårdh C., Ottosson T., Uddin M., Macdonald T.T., Danese S. (2017). Neutrophils in ulcerative colitis: A review of selected biomarkers and their potential therapeutic implications. Scand. J. Gastroenterol..

[40] Swamydas M., Luo Y., Dorf M.E., Lionakis M.S. (2015). Isolation of Mouse Neutrophils. Curr. Protoc. Immunol..

[41] Van Epps D.E., Bankhurst A.D., Williams R.C. (1977). Casein-mediated neutrophil chemotaxis. Inflammation.

[42] Snoeks L., Weber C.R., Wasland K., Turner J.R., Vainder C., Qi W., Savkovic S.D. (2009). Tumor suppressor FOXO3 participates in the regulation of intestinal inflammation. Lab. Investig..

[43] Grabner G.F., Xie H., Schweiger M., Zechner R. (2021). Lipolysis: Cellular mechanisms for lipid mobilization from fat stores. Nat. Metab..

[44] Hedrick C.C., Malanchi I. (2022). Neutrophils in cancer: Heterogeneous and multifaceted. Nat. Rev. Immunol..

[45] Di Mitri D., Toso A., Chen J.J., Sarti M., Pinton S., Jost T.R., D’Antuono R., Montani E., Garcia-Escudero R., Guccini I. (2014). Tumour-infiltrating Gr-1+ myeloid cells antagonize senescence in cancer. Nature.

[46] Houghton A.M., Rzymkiewicz D.M., Ji H., Gregory A.D., Egea E.E., Metz H.E., Stolz D.B., Land S.R., Marconcini L.A., Kliment C.R. (2010). Neutrophil elastase–mediated degradation of IRS-1 accelerates lung tumor growth. Nat. Med..

[47] Szczerba B.M., Castro-Giner F., Vetter M., Krol I., Gkountela S., Landin J., Scheidmann M.C., Donato C., Scherrer R., Singer J. (2019). Neutrophils escort circulating tumour cells to enable cell cycle progression. Nature.

[48] Iriondo O., Yu M. (2019). Unexpected Friendship: Neutrophils Help Tumor Cells En Route to Metastasis. Dev. Cell.

[49] Saitoh T., Satoh T., Yamamoto N., Uematsu S., Takeuchi O., Kawai T., Akira S. (2011). Antiviral Protein Viperin Promotes Toll-like Receptor 7- and Toll-like Receptor 9-Mediated Type I Interferon Production in Plasmacytoid Dendritic Cells. Immunity.

[50] Kang H., Corr M., Mansson R., Welinder E., Hedrick S.M., Stone E.L. (2015). Loss of Murine FOXO3 in Cells of the Myeloid Lineage Enhances Myelopoiesis but Protects from K/BxN-Serum Transfer-Induced Arthritis. PLoS ONE.

[51] Di Vincenzo S., Heijink I.H., Noordhoek J.A., Cipollina C., Siena L., Bruno A., Ferraro M., Postma D.S., Gjomarkaj M., Pace E. (2018). SIRT1/FoxO3 axis alteration leads to aberrant immune responses in bronchial epithelial cells. J. Cell. Mol. Med..

[52] Vavassori P., Mencarelli A., Renga B., Distrutti E., Fiorucci S. (2009). The bile acid receptor FXR is a modulator of intestinal innate immunity. J. Immunol..

[53] Zhang J., Song Y., Shi Q., Fu L. (2021). Research progress on FASN and MGLL in the regulation of abnormal lipid metabolism and the relationship between tumor invasion and metastasis. Front. Med..

[54] Wang X., Yuan X., Su Y., Hu J., Ji Q., Fu S., Li R., Hu L., Dai C. (2021). Targeting Purinergic Receptor P2RX1 Modulates Intestinal Microbiota and Alleviates Inflammation in Colitis. Front. Immunol..

[55] Candels L.S., Becker S., Trautwein C. (2022). PLA2G7: A new player in shaping energy metabolism and lifespan. Signal Transduct. Target. Ther..

[56] Kramer H.B., Lai C.F., Patel H., Periyasamy M., Lin M.L., Feller S.M., Fuller-Pace F.V., Meek D.W., Ali S., Buluwela L. (2016). LRH-1 drives colon cancer cell growth by repressing the expression of the CDKN1A gene in a p53-dependent manner. Nucleic Acids Res..

[57] Wu Z., Wu Z., Li J., Yang X., Wang Y., Yu Y., Ye J., Xu C., Qin W., Zhang Z. (2012). MCAM is a novel metastasis marker and regulates spreading, apoptosis and invasion of ovarian cancer cells. Tumor Biol..

[58] Mollberg N., Steinert G., Aigner M., Hamm A., Lin F.-J., Elbers H., Reissfelder C., Weitz J., Buchler M.W., Koch M. (2012). Overexpression of RalBP1 in colorectal cancer is an independent predictor of poor survival and early tumor relapse. Cancer Biol. Ther..

[59] Tang A., Li N., Li X., Yang H., Wang W., Zhang L., Li G., Xiong W., Ma J., Shen S. (2012). Dynamic activation of the key pathways: Linking colitis to colorectal cancer in a mouse model. Carcinogenesis.

How the deposited data were processed for this re-analysis (not part of the article)

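Intraperitoneal PMNs of WT (n = 5) and FOXO3 KO (n = 6) mice were compared by RNA sequencing, 1 library per mouse. The paper gives a purity of over 90% by Ly6G staining and RNA integrity numbers over 8. The deposited table has 54164 genes and 0 value columns beyond those described here. The authors quantified expression as TPM, with 1 column per library, and the columns sum to at most 952238, so some features are not among the rows. The same table holds the authors' comparison of the genotypes: a mean normalized count per gene (a signal averaged over all libraries by the authors), a log2 fold change with its standard error, the ratio of these as a score that the authors deposited, and a p-value and adjusted p-value, both deposited by the authors for 31767 genes. The submitters' notes name STAR 2.6.1d, kallisto 0.46.0 and DESeq2, with no version for the last and no role for any, and the column names of the comparison are those that DESeq2 writes. Neither the annotation nor the use of strand is stated. Counts per library were not used here, since the table gives none, and the depth of each library, and with it the counting error of each TPM value, is unknown.

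Log2(TPM + 1) was compared with limma 3.58.1 in R 4.3.3, with genotype as the only term, a mean-variance trend and Benjamini-Hochberg adjustment over the 12195 genes with a mean of at least 1 TPM. The plan set before the data were examined had count-based tests first and this test for a table of TPM. Its thresholds were those the paper states, FDR < 0.05 with an absolute log2 fold change over 0.5, and FDR < 0.001 with an absolute log2 fold change over 1.5 for the signature. Alternatives that need counts (another count-based test, precision weights from counts, upper-quartile factors) were not run. The alternatives that were run are quantile normalization, no filter on low values, a mean of at least 5 TPM, a pseudocount of 0.1, a replicate block, each library left out in turn, the level of Xist as a covariate, sample weights, unadjusted p-values, other fold change thresholds, the authors' p-values over the genes kept, and camera with an estimated correlation or fry for the gene lists. Those added after the data were seen are the numbering series as a covariate, each series alone, 2 libraries left out together and the authors' unadjusted p-values over the genes kept.

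Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 45 lists with at least 3 genes tested. Of the 46 lists, 45 were fixed before the data were examined and 1 holds the genes of Table 1. The adipocyte markers had too few genes tested. Several lists that passed also hold genes of Table 1, which the study chose on these libraries. Among these are Siglecf and Ccr3 (eosinophils), P2rx1 (chemoattractant receptors), Mcam (adhesion), Pla2g7 (eicosanoid and phospholipase genes) and Cdkn1a (FOXO targets). The direction of such lists is therefore not wholly independent of the study's choice. Besides the 13 lists that passed, 32 did not (FDR = 0.070 to 0.93). A further list of 31 intestinal epithelial genes was written after the libraries were seen to fall into the numbering series. Single genes were also compared by exact permutation tests over all splits of the libraries into 5 and 6, two-sided, on the difference of mean log2(TPM + 1), for Foxo3, the 7 genes tested by qPCR, Tlr9, Pnpla2, Lipe and Plin2, adjusted over these 12. After the data were seen, the same tests, and those of the list means, were repeated over the 80 splits that part the 3 numbered pairs, where the smallest possible p is 0.0125. The genes named in the text are Foxo3, genes the paper names from these libraries (of 73, 21 were tested), the 10 genes of each direction with the smallest p, since none passed the FDR, and up to 4 genes with the smallest p in a list; the values in Table 1 were seen when this rule was written. Coordinates are from GENCODE M21 on GRCm38, counted from 1.

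Replicate numbers 1 to 3 occur in both genotypes in the table's columns, and the other 5 columns carry different numbers, so the replicate block joined equal numbers and put those 5 in 1 block; the plan had assumed numbers 1 to 5 in both genotypes. Same-numbered libraries deviated together from their group means, with correlations across genes of 0.55, 0.60 and 0.48. With means taken within the first series these were 0.51, 0.17 and 0.41. Libraries with different numbers were not compared in this way, so these values do not show that equal numbers pair the libraries. The first 3 values also carry the difference between the series. The pairing was therefore an assumption. The replicate block and the tests over splits that part the numbered pairs rest on it. The paper and the labels do not say what a number stands for. The labels number the mice 1 to 5 and 1 to 6, so the 5 columns of the second series were assigned to a genotype by their names and not to single labelled mice.

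The test was tried on simulated data made from these libraries, in which 100 genes were changed by 1 and 100 by 2 on the log2 scale. It called 42 and 84 of them, with 5 unchanged genes, and 1 gene when no gene was changed. The noise was drawn independently for each gene, without the numbering series or the replicate numbers. The simulation therefore checks the test and does not measure its power in the real libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.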

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

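The tests of sex of the mice, of RNA from macrophages and of library preparation or quantification were chosen after the result was seen.

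Among genes the paper does not discuss, Lypd8, a protein of colonic epithelium, had a mean of 14.9 TPM in the 5 libraries of the second series (2 WT, 3 FOXO3 KO) and was listed at 0 in the 6 others, and 2525 genes differed between the series (1019 higher and 1506 lower in the second). Sex of the mice is argued against as the whole cause, since 1933 of the 2525 still differed with Xist as a covariate. RNA from macrophages in the first series stays open for the lower genes: macrophage markers were lower in the second series (median -1.07, FDR = 0.0064), but not past 0.05 with an estimated correlation (unadjusted p = 0.20). RNA from intestinal epithelium may account for part of the higher genes: of 31 intestinal genes listed before their values were seen, 17 had a mean of at least 0.1 TPM, and 13 of these were higher in every library of the second series than in every other library (chance gives 0.216% per gene), though at low levels (Retnlb 2.84 and Muc13 2.37 TPM, and Zg16, seen before, 12.7 TPM), and the density gradient that enriched the PMNs would have to let such RNA through. Library preparation or quantification may account for part of the lower genes, of which 7.85% were pseudogenes against 3.53% of all genes tested (2.22 times, above the bound of 2; Rps13-ps2, Gm9843, Rps6-ps4 and Gm10221 had 82.8 to 142 TPM in the first series and close to 0 in the second), and stays open for the higher genes (3.83%, 1.09 times); a biological difference between the mice of the series was not tested.

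Single libraries stood far from the rest of their genotype in 7 of 99 groups examined, where chance gives about 1 in 20 (4.95). The gap to the nearest library was 0.80 of the whole range for Snord15a in WT 1 (5.87 TPM), 0.72 for Gbp2b in FOXO3 KO 05 (9.07 TPM), 0.72 for Tmem26 in WT 08 (0.731 TPM), 1 for Mir343 in FOXO3 KO 1 (3.08 TPM, others at 0), 0.85 for Mir7671 in WT 3 (0 TPM), 0.85 for Cxcl10 in FOXO3 KO 1 (5.92 TPM) and 0.63 for Sesn1 in FOXO3 KO 3 (3.04 TPM). Hbb-bs, a hemoglobin gene of red blood cells, had 4043 TPM in FOXO3 KO 09 and 0.741 to 191 TPM in the other libraries. FOXO3 KO 3 had 42.9 TPM of Ddx3y, a gene of the Y chromosome, beside 4.29 TPM of Xist, the RNA of the inactive X chromosome; no other library had both above 1 TPM.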

How the results depend on the processing

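With 0 genes called, a setting changes a call only by adding one. Genes higher and lower in FOXO3 KO stayed at 0 with every setting planned before the data were examined except the following. Each library left out in turn gave 0 to 1 higher and 0 to 1 lower (1 and 1 without WT 3, 1 lower without WT 08 or without FOXO3 KO 1), 0 signature genes and 10 to 16 lists. Unadjusted p-values gave 130 higher, 53 lower and 6 signature genes, by construction. The authors' p-values over the genes kept gave 1 lower, and the same p-values unadjusted, a setting chosen after seeing the data, gave 88 higher, 146 lower and 4 signature genes; the cause was not tested. Of the other settings chosen after seeing the data, the libraries numbered 1 to 3 alone gave 2 higher, and leaving out FOXO3 KO 3 and FOXO3 KO 09 together gave 20 lists in place of 13; the cause was not tested. The estimated correlation gave 2 lists and fry 1; fry also changes the question, from a list against other genes to a list against no change, and the cause was not tested. The replicate block gave 0 genes, 0 signature genes and 14 lists, and of the calls of lists it changed only those of the other genes named in the text, cholesterol synthesis and immediate early genes. Quantile normalization gave 9 lists, without those of specific and gelatinase granules, leukocyte adhesion, FOXO targets and the other genes named in the text. No filter and a mean of at least 5 TPM gave 10 each, and without a filter the Table 1 list did not pass. A pseudocount of 0.1 gave 12, and the Xist covariate and sample weights each gave 13 lower and 2 higher. No gene the paper names passed FDR < 0.05 under any setting of the test.

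Over 51 named genes and 22 settings, 21 of 1104 log2 fold changes turned direction, in 3 genes. With 1 library left out, Gbp2b ran from -0.026 (without FOXO3 KO 05) to 0.62, Pnpla2 from -0.18 to 0.14 (above 0 without WT 1, WT 03, WT 08, FOXO3 KO 2 or FOXO3 KO 3) and Lipe from -0.12 to 0.17 (above 0 without WT 2, WT 3, FOXO3 KO 05, 06 or 09). Gbp2b was -0.13 in the libraries numbered 1 to 3 alone. Pnpla2 was 0.0030 with Xist as a covariate, 0.087 with sample weights, 0.066 in the second series alone and 0.081 without FOXO3 KO 3 and FOXO3 KO 09. Lipe was 0.0023 with a pseudocount of 0.1, 0.041 with the replicate block and with the series as a covariate, 0.11 in the second series alone and 0.049 without FOXO3 KO 3 and FOXO3 KO 09. The cause was not tested. The main values of Pnpla2 and Lipe, -0.03 and -0.0011, lie within their standard errors of 0. The tests that need counts were not run. Without counts per library, depth limits are unknown.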

Differences from the paper's values

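The paper gives 212 higher and 242 lower genes at FDR < 0.05 and a 0.5-fold change, read here as log2, and limma gave 0 and 0. None of the 22 alternatives for either count set before the data were examined came within 1.5 times of the paper's; the nearest were unadjusted p-values, with 130 higher and 53 lower. In the authors' own deposited comparison, 1 of 31767 genes (Capn1, lower) has an adjusted p under 0.05. At an unadjusted p under 0.05 and an absolute log2 fold change over 0.5, a setting chosen after seeing the values, that comparison holds 209 higher and 235 lower genes, within 1.5 times of the paper's counts; 210 of these 444 genes have a mean under 1 TPM, and the setting drops 2 of the 68 genes of Table 1. For the signature, the paper gives 389 genes at an adjusted p under 0.001 and an absolute log2 fold change over 1.5, and limma gave 0; none of the 21 alternatives came within 1.5 times of it. The authors' deposited values give 1 gene at these thresholds, 12 with the unadjusted p in place of the adjusted one, and 158 at an unadjusted p under 0.05 and the same fold change.

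Table 1 gives p-values, and its legend does not call them adjusted. For 64 of its 68 genes they equal the deposited unadjusted p within 6%, and 1 of the 68 has a deposited adjusted p under 0.05. Its fold changes equal the deposited log2 fold changes within 0.06 for 67 genes, so they are on the log2 scale. Of the 17 genes tested, 16 had the sign of Table 1 and 9 lay within their standard error of it. The other 8 were as follows, with the paper's value first. Tlr9 is -0.80 in the paper and 0.83 here, under no alternative within it, while the paper's Discussion states that it is increased and the deposited log2 fold change is 0.82. Gbp2b is 2.56 in the paper and 0.47 here, and Hgf -1.52 in the paper and -0.73 here, under no alternative within it. Gfi1b is -1.50 in the paper and -0.71 here, Tmem26 -1.56 and -0.78, and Mcam -1.61 and -0.70, each within its standard error only with a pseudocount of 0.1 (-1.10, -1.13 and -1.35). Mgll is -1.29 in the paper and -0.89 here, within its standard error under 9 of 17 alternatives (quantile normalization, a pseudocount of 0.1, the Xist covariate, sample weights, and without WT 1, WT 08, FOXO3 KO 1, 2 or 3) and not under the others. P2rx1 is -1.53 in the paper and -1.09 here, within its standard error under 12 of 18 (the first 4 of these settings, no filter, and without WT 1, WT 03, WT 08, FOXO3 KO 06, 1, 2 or 3) and not under the others.

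The paper states in its Discussion that MGLL, ATGL and HSL are decreased, and its Results mark ATGL and HSL as not significant; the log2 fold change of Mgll was negative, and those of Pnpla2 and Lipe were -0.03 and -0.0011. It states that FXR (NR1H4) is decreased, without saying whether its transcript or its activity is meant. Elsewhere it names NR1H4 among upstream regulators of its differing genes. The Nr1h4 transcript was listed at 0 in 7 of 11 libraries. The 2 highest values, 0.089 and 0.069 TPM, were in FOXO3 KO libraries, but every value above 0 came from the second series. At such levels these values do not decide the direction.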

Other observations

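B and T cell markers differed between the numbering series. Cd79a, of B cells, had a mean of 282 TPM in the second series and 12.9 TPM in the first, and T cell markers were higher in the second series as well (median log2 difference 1.39, camera FDR = 2.5e-12, unadjusted p = 0.0065 with an estimated correlation). Between genotypes, all 9 B cell markers and 11 of 12 T cell markers had a positive log2 fold change, and neither list passed (camera FDR = 0.77 and 0.48). The median of the B cell markers was -0.30 in the first series and 0.82 in the second, and with 1 library left out it fell from 0.56 to -0.05 (without FOXO3 KO 05) and that of the T cell markers from 0.33 to 0.09 (without FOXO3 KO 06). Of 20 cell cycle genes, 19 were positive (median 0.22, FDR = 0.22), with a median of 0.01 in the first series, 0.45 in the second and 0.05 without FOXO3 KO 05. All 5 erythroid markers tested were positive (median 1.57, FDR = 0.12), but the median was 0.43 without FOXO3 KO 09. The transcript of Mpo, the azurophil granule enzyme whose activity the paper measured, had at most 3.00 TPM in any library (WT 3). A transcript level does not give the amount or the activity of the enzyme. Over all genes, 10 lay higher in every FOXO3 KO library than in every WT library and 6 lower. If all splits of the libraries into 5 and 6 were equally likely, 52.8 genes would be expected. That value includes splits along the series, while the real split has both genotypes in both series. It therefore does not measure chance for the real split. No gene differed in its genotype effect between the series (0 at FDR < 0.05 by limma's interaction term, smallest FDR = 0.057).

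The real split was set beside the 80 splits that part the 3 numbered pairs, itself included, and 20 others that part fewer pairs. For genes higher, genes lower and signature genes, the real counts were 0, 0 and 0 and the highest of the other splits 1, 1 and 1, so that all 80 gave a count as large, which a count of 0 makes certain and which therefore tests nothing. For the other counts chance is not excluded. For the lists, 31 of the 80 gave at least the real 13 (highest other 26, and 17 among the 20). For genes at an unadjusted p under 0.05 and a log2 fold change over 0.5 in size, 14 of the 80 gave at least the real 183 (highest other 1171). Of the 20, 11 did, with up to 2062, which points to a structure of the libraries other than genotype.

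The tests of chance, of a single library and of loss of FOXO3 in this paragraph and the next were chosen after the results were seen. The interferon-stimulated genes were lower in FOXO3 KO under all 22 alternatives of the fit (camera FDR up to 3.1e-04 at the preset correlation, median log2 fold change from -0.32 without FOXO3 KO 1 to -0.93 without WT 1), but adjusted p = 0.36 with an estimated correlation, and 0.24 with the replicate block as well. A single library is argued against as the whole cause, provided that equal numbers pair the libraries, which was assumed. The list's mean differed by -0.45, -0.71 and -0.55 in the 3 numbered pairs and by -0.66 in the second series. With the block the smallest difference with 1 library left out was -0.41 (standard error 0.26, without FOXO3 KO 09). Without the block it was -0.32 (standard error 0.47, without FOXO3 KO 1), smaller in size than its standard error. With the mean of the macrophage markers as a covariate, the median of the interferon-stimulated genes was -0.82 (-0.62 without). The list's mean was lower where the markers' mean was higher (slope -0.51, standard error 0.32), where a slope of 1.45 would account for the difference. That fit had no term for the series, between which the 2 lists moved in opposite directions (median log2 difference 0.54 and -1.07, second against first). The slope therefore cannot separate macrophages from the series, and a share of macrophages is not decided. In the first series alone the interferon-stimulated genes had a median of -0.58 and the macrophage markers one of 0.10. Chance stays open, as does a difference between mice that is unrelated to FOXO3: 129 of the splits of the libraries into 5 and 6 gave a difference of the list's mean as large as the real -0.54 (exact permutation test, p = 0.28), and 12 of the 80 that part the numbered pairs did (p = 0.15, highest other 0.96).

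Capn1, the 1 gene with an adjusted p under 0.05 in the authors' comparison, had 2.59 TPM in WT 1, 5.26 TPM in WT 2 and close to 0 in the other 9 libraries. Loss of FOXO3 alone is argued against, since 3 of 5 WT libraries were under 0.1 TPM too. A failed estimate in the authors' quantification cannot be told apart from absence of the transcript: 15 other protein-coding genes had 2 TPM or more in at least 2 libraries and 0.05 TPM or less in at least 6, between the bounds set for and against it, and 7 of the 15 were higher in every library of the second series.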
